# Small-extracellular vesicles and their microRNA cargo from porcine follicular fluids: the potential association with oocyte quality

**DOI:** 10.1186/s40104-022-00723-1

**Published:** 2022-06-20

**Authors:** Ahmed Gad, Matej Murin, Alexandra Bartkova, Veronika Kinterova, Katerina Marcollova, Jozef Laurincik, Radek Prochazka

**Keywords:** Extracellular vesicles, Follicular fluids, MiRNA, Oocyte quality, Porcine

## Abstract

**Background:**

Ovarian follicular fluids (FFs) contain several kinds of regulatory factors that maintain a suitable microenvironment for oocyte development. Extracellular vesicles (EVs) are among the factors that play essential roles in regulating follicle and oocyte development through their cargo molecules that include microRNAs (miRNAs). This study aimed to investigate small-EV (s-EV) miRNAs in porcine FFs and their potential association with oocyte quality.

**Methods:**

Individual aspirated oocytes were stained with lissamine green B stain (LB), a vital stain for oocyte quality, and each oocyte was classified as high-quality (unstained; HQ) or low-quality (stained; LQ). FFs corresponding to oocytes were pooled together into HQ and LQ groups. Small-EVs were isolated from FFs, characterized, and their miRNA cargo was identified using the Illumina NovaSeq sequencing platform. Additionally, s-EVs from the HQ and LQ groups were utilized to investigate their effect on oocyte development after co-incubation during in vitro maturation.

**Results:**

A total of 19 miRNAs (including miR-125b, miR-193a-5p, and miR-320) were significantly upregulated, while 23 (including miR-9, miR-206, and miR-6516) were downregulated in the HQ compared to the LQ group. Apoptosis, p53 signaling, and cAMP signaling were among the top pathways targeted by the elevated miRNAs in the HQ group while oocyte meiosis, gap junction, and TGF-beta signaling were among the top pathways targeted by the elevated miRNAs in the LQ group. The supplementation of small-EVs during maturation does not affect the oocyte developmental rates. However, LQ s-EVs increase the proportion of oocytes with homogeneous mitochondrial distribution and decrease the proportion of heterogeneous distribution.

**Conclusion:**

Our findings indicated that FF-EVs contain different miRNA cargos associated with oocyte quality and could affect the mitochondrial distribution patterns during oocyte maturation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40104-022-00723-1.

## Background

Oocyte developmental competence is commonly defined as the ability of the oocyte to mature, fertilize, and develop to the blastocyst stage. Several factors, including oocyte quality, could influence this ability and subsequently determine developmental competence. Various methods including morphological, biochemical, and molecular techniques, are being used to assess oocyte quality [1], with the aim of enhancing the efficiency of assisted reproductive technologies (ARTs). At the molecular level, several studies have been done to determine molecular markers from follicular cells surrounding the oocyte or follicular fluids (FFs) as a non-invasive method that predicts oocyte quality [2]. Ovarian FFs contain several kinds of regulatory factors that maintain a suitable microenvironment for oocyte development and follicular intercellular communication [3]. This kind of communication within the follicle is essential and could determine oocyte quality and consequently developmental competence [4]. One of the recently discovered mechanisms that facilitate and modulate intercellular crosstalk is via the extracellular vesicles (EVs). EVs, including exosomes and microvesicles, are cell-derived lipid bilayer membranous particles that contain different biomolecules, including proteins, lipids, RNAs, and microRNAs (miRNAs). These particles are secreted by almost all cell types and can be found in all body fluids [5]. The ability of EVs to modulate intercellular crosstalk is through the capacity to transfer their biomolecular cargos between different cells after being secreted in body fluids [5]. After this discovery, several studies revealed the fundamental roles of EVs in the different reproduction processes in domestic animals (reviewed by Llobat [6]) and the subsequent improvement of ART outcomes [7].

MiRNAs, a small non-coding RNA class, are posttranscriptional regulators of gene expression by binding specific mRNA target sequences for degradation or translational repression [8]. Extracellular miRNAs were discovered in various body fluids in a stable form, which supports their potential utilization as non-invasive biomarkers for several physiopathological conditions [9]. The availability and stability of extracellular miRNAs within body fluids are supported by either the incorporation of miRNAs within the EVs or by binding with specific protein complexes [10]. In 2007, miRNAs were identified for the first time within cell-secreted EVs that can be delivered and regulate several functions in the target cells [11]. In ovarian FFs, it has been reported that the majority of miRNAs are found within EVs [12] and are suggested to play a role in follicle development and other ovarian functions [13]. Consequently, alterations in the FF miRNAs could reflect the status of the oocyte quality and its developmental competence [14]. Therefore, the objectives of this study were to identify small-EV (s-EV) miRNA differences in porcine FFs in association with oocyte quality and to investigate the effect of s-EVs on oocyte developmental competence. The identified miRNAs could be used as non-invasive biomarkers for oocyte selection. Moreover, our results provided more insights into the potential role of FF-EVs during oocyte maturation.

## Materials and methods

### Chemicals and supplements

All plastic materials and chemicals were purchased from Thermo Fisher Scientific (Waltham, MA, USA) and Merck (Kenilworth, NJ, USA), respectively, unless stated otherwise. All media were prepared fresh and sterilized using 0.22 μm syringe filters.

### Collection of follicular fluids, COCs staining, and classification

Porcine ovaries of prepubertal gilts (Landrace × Large White, 6–8 months of age, 90–120 kg) were collected from a local slaughterhouse and transported to the lab in a thermos flask within 2 h. Ovaries were washed three times with saline solution. Follicular fluids and COCs were aspirated from individual healthy follicles (3–6 mm in diameter, measured as previously recommended [15]) using a 25-gauge needle attached to a 1-mL syringe (Braun, Germany). Each COC and its corresponding FF were allocated in separate wells in a 96-well plate. COCs were washed once in PXM-HEPES (HEPES buffered porcine X medium [16]) and then stained for 15 min at room temperature with 0.5% lissamine green B stain (LB), a vital synthetic stain for determining oocyte quality and competence [17, 18]. Each COC was classified separately according to the oocyte stain into high-quality (unstained; HQ) and low-quality (stained; LQ) as presented in Fig. 1. FFs corresponding to oocytes were pooled together into HQ and LQ groups and used for the isolation of small-extracellular vesicles (s-EVs).

**Fig. 1:**
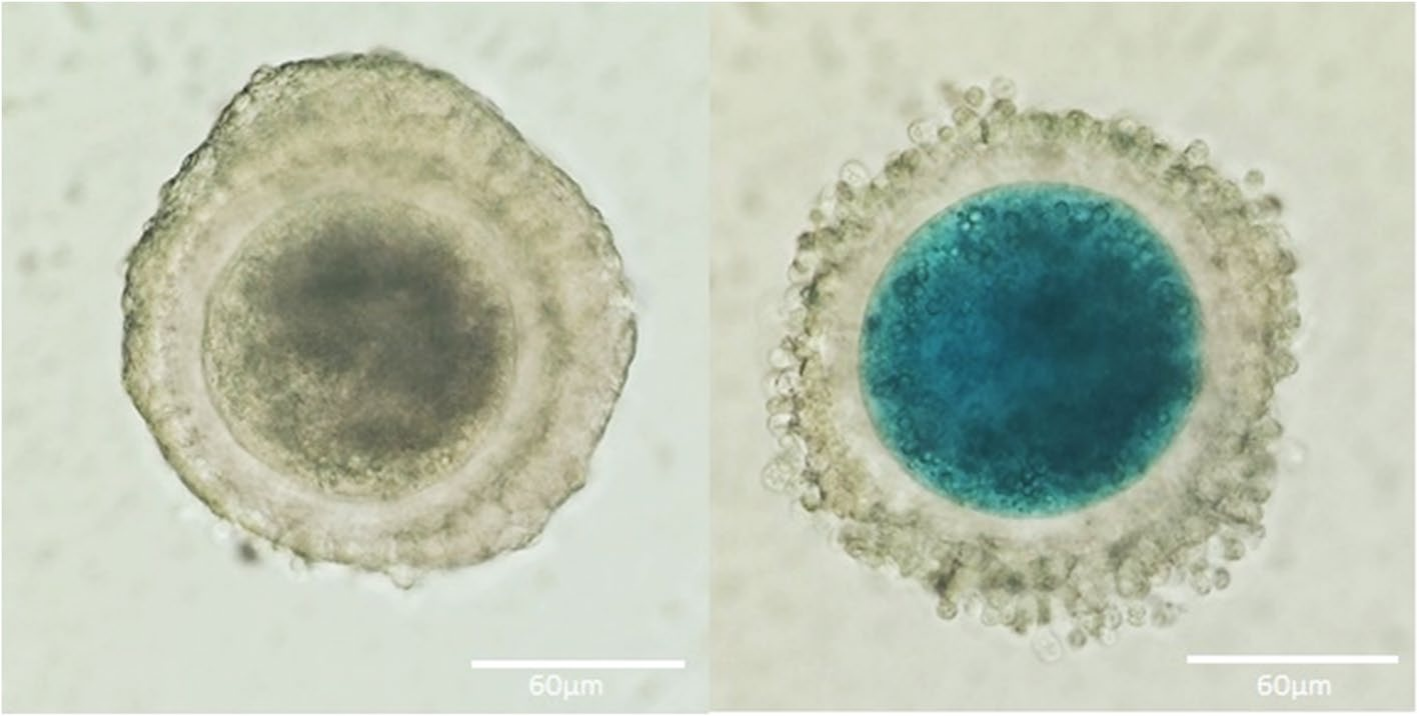
Classification of porcine COCs after lissamine green B (LB) staining. Left: Unstained COC (high-quality; HQ). Right: Stained COC (low-quality; LQ). Scale bar, 60 μm

### Isolation of small-extracellular vesicles from follicular fluid

To isolate s-EVs (< 200 nm), pooled FFs (~ 1 mL/replicate) from each group were centrifuged at 700 × *g* for 10 min to pellet cells, at 2000 × *g* for 10 min to remove cell debris, and at 12,000 × *g* for 30 min to remove large particles and protein aggregates. All centrifugation steps were performed at 4 °C. The remaining supernatants were filtrated through a 0.2-μm syringe filter to eliminate larger vesicles. Small-EVs were isolated from 0.5 mL filtered FFs (3 replicates/group) using an Exo-spin kit (Cell Guidance Systems, UK) and eluted in PBS according to the manufacturer’s protocol. For electron microscope imaging and western blot analysis, samples were kept at 4 °C until analysed. The remaining samples were stored at − 80 °C for further analysis. All relevant data regarding s-EV isolation and characterization were submitted to the EV-TRACK knowledgebase [19] with the EV-TRACK ID EV210251.

### Nanoparticle tracking analysis (NTA)

To determine vesicle size and concentration, samples were diluted in PBS (1:200) and NTA was conducted in a ZetaView instrument (Particle Metrix, Germany) in scatter mode (488 nm laser). Measurements were performed in two cycles by scanning 11 cell positions each, and the videos were analysed using the software ZetaView (version 8.05.12).

### Transmission electron microscopy (TEM)

For morphological evaluation, isolated s-EV samples were placed into formvar/carbon-coated 400 mesh copper grids for 20 min at room temperature. Then, the grids were incubated with 2% formaldehyde in PBS for 20 min, followed by 6 washes for 2 min each with ultrapure water. The grids were stained with uranyl acetate (2%) for 12 min, washed in water, left to dry, and then examined in a Jeol JEM-1400 FLASH transmission electron microscope (Tokyo, Japan) equipped with Matataki 2k×2k CMOS camera at 80 kV.

### Western blot analysis

Samples of s-EV, filtered follicular fluid, or follicular cells containing 40 μg of total protein were mixed with Laemmli buffer containing 2% sodium dodecyl sulphate (SDS) and 5% 2-mercaptoethanol. Samples were boiled at 100 °C for 3 min and stored frozen at − 20 °C. Subsequently, proteins were separated in 10% or 12% acrylamide/SDS gels and transferred to Immobilon-P membranes (Millipore, Bedford, MA, USA). Membranes were blocked in 5% low-fat dry milk in Tris-buffered saline (TBS) with 0.5% Tween 20 for 2 h at room temperature and then incubated with a primary antibody at 4 °C overnight. The primary antibodies were anti-CD63 (Abcam, Ab 118307, diluted 1:1000 in 2% BSA in TBS-Tween), anti-Alix (Abcam, Ab 88388, diluted 1:500 in 5% milk), and anti-TSG101 (Santa Cruz Biotechnology, Sc-7964, diluted in 1:200 in 5% milk) raised against exosome-specific markers, and anti-Cytochrome C (Abcam, Ab 90529, diluted 1:1000 in 2% BSA) and anti-ATP5A (Abcam, Ab14748, diluted 1:2000 in 5% milk) raised against somatic cell-specific markers. The secondary antibodies (Amersham ECL anti-mouse or anti-rabbit IgG, GE Healthcare, Little Chalfont, UK) were diluted 1:5000 in 2% BSA in TBS-Tween. The membranes were incubated with the secondary antibody for 1 h at room temperature and then washed intensively in TBS-Tween. The immune reactions were detected by enhanced chemiluminescence (Pierce, Rockford, IL, USA) according to the manufacturer’s instructions and captured on CL-XPosure film (ThermoFisher Scientific).

### Total RNA extraction, library preparation, and sequencing

Total RNA, including miRNA was isolated from EV samples using a miRNeasy Micro Kit (Qiagen, Hilden, Germany) that combines the phenol/guanidine-based lysis of samples and silica membrane-based purification of total RNA, according to the manufacturer’s instructions. The RNA concentration and size distribution were analyzed using an Agilent RNA 6000 Pico kit in an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Small-RNA libraries were prepared for next-generation sequencing (NGS) using a QIAseq miRNA Library Kit (Qiagen) according to the manufacturer’s instructions. Library quantity and quality assessments were performed using a Qubit DNA HS Assay Kit in a Qubit 4 Fluorometer (Thermo Fisher Scientific) and Agilent DNA High Sensitivity kit in an Agilent 2100 Bioanalyzer (Agilent Technologies), respectively. The libraries were pooled in equimolar ratios and then sequenced in a NovaSeq6000 sequencing instrument (Illumina, Inc., San Diego, CA, USA) as single-end reads.

### Sequencing data analysis

FASTQ files were generated for each sample using the software bcl2fastq (Illumina Inc., San Diego, CA), and their quality was checked using the FastQC tool version 0.11.9. Data were analyzed using the software CLC Genomics Workbench, version 21 (www.qiagenbioinformatics.com). Raw sequencing reads were trimmed based on quality score (Q-score > 30), ambiguous nucleotides (maximum two nucleotides allowed), read length (≥15 nucleotides) and removing adapter sequences. Reads were mapped to the porcine (*Sus scrofa*) reference genome (Sscrofa11.1) and annotated against porcine precursor and mature miRNAs listed in the mirBase database (release 22) using the CLC Genomics Workbench RNA-Seq Analysis and Quantify miRNA tools, respectively, applying the default software parameters. Raw expression data were normalized using the trimmed mean of M-values normalization method (TMM normalization) [20] and presented as TMM-adjusted Counts Per Million (CPM). The CLC Genomics Workbench Differential Expression tool was used for the expression analysis comparison of the two groups. MiRNAs with fold change (FC) ≥ 2, *P*-adjusted value (FDR [21]) < 0.05, and CPM > 5 in the enriched group were considered differentially expressed (DE). The raw FASTQ files and processed CSV files have been deposited in the NCBI’s Gene Expression Omnibus (GEO) with the accession number GSE181182.

### Target gene prediction and ontological classification

Genes targeted by DE-miRNA were identified using the miRWalk database [22]. Within the miRWalk, validated target genes from miRTarBase (version 7.0) and commonly target genes predicted by TargetScan (version 7.1) and miRDB (release 5.0) were selected for ontological classification and pathway analysis using the DAVID bioinformatics web tool (https://david.abcc.ncifcrf.gov/). Pathways were determined from the KEGG database [23], and interaction networks of the targeted genes and the identified pathways were constructed with Cytoscape [24] and its plug-in ClueGO [25].

### DE-miRNA validation using droplet digital PCR (ddPCR)

To validate the miRNA-seq data, we performed a PCR analysis for a selected group of 11 DE-miRNAs. The absolute copy numbers of the selected DE-miRNAs were quantified in the EVs samples using specific TaqMan miRNA Assays (Applied Biosystems, Foster City, CA, USA) in a ddPCR system (Bio-Rad Inc., Hemel Hempstead, UK) according to the manufacturer’s instructions and as previously described [26]. The copy numbers of the selected DE-miRNAs were normalized to miR-26b-5p, the most stably expressed miRNA across all samples, according to the analysis with the software NormFinder.

### Co-incubation of s-EVs with COCs during maturation

COCs were collected as mentioned above using a 20-gauge needle attached to a 10-mL syringe and then morphologically evaluated under a stereomicroscope (Zeiss Stemi 508, magnification × 50). Only those with at least three layers of cumulus cells and an evenly granulated ooplasm were used. COCs were washed twice in the maturation medium (Medium 199) supplemented with 0.005% gentamicin (Roth 0233), 0.0022% sodium pyruvate, 0.01% L-glutamine, 0.1% BSA, 10 ng/mL EGF, 40 ng/mL FGF2, 20 ng/mL IGF1, 2000 IU/mL LIF, 0.57 mmol/L L-Cysteine, 10 IU/mL PMSG and 10 IU/mL HCG. COCs were cultivated in 4-well dishes (30–50 per well) for 44 h at 38.5 °C under a 5% CO_2_ atmosphere in 500 μL maturation medium supplemented with or without (control) s-EV particles (~ 200 million particles/mL) isolated from HQ or LQ FF groups. COCs cultivated in the same maturation media supplemented with a volume of PBS similar to the s-EVs were used as the negative control group (NC).

### Parthenogenetic activation and embryo cultivation

After maturation, cumulus cells were removed from COCs by pipetting and washed twice in PXM-HEPES. Oocytes were activated using 10 μmol/L ionomycin in PXM-HEPES for 5 min, washed twice in porcine zygote medium 3 (PZM 3) [27] supplemented with 2 mmol/L 6-dimethylaminopurine, and cultivated for 5 h at 38.5 °C under a 5% CO_2_ atmosphere. A group of 30–50 putative parthenotes was washed twice in PZM 3 and cultivated for 7 d in 4-well dishes in 500 μL of PZM 3 medium at 38.5 °C under a 5% CO_2_ atmosphere. The cleavage rate was assessed after 40 h, and the ability of the embryos to reach the blastocyst stage as well as the number of nuclei in blastocysts were analyzed after 168 h of cultivation. Blastocysts were fixed using 4% paraformaldehyde and mounted on glass slides using DAPI mounting medium. Each blastocyst was scanned using a confocal microscope (Leica SP5, Germany), and the number of nuclei was counted using the software ImageJ.

### Oocyte mitochondrial activity and distribution patterns

Matured COCs were denuded as described above. Oocytes were washed three times in PBS, stained with 300 nmol/L Mitotracker Orange kit (Thermo Fisher Scientific, USA) for 30 min in the dark at 38.5 °C. Then, oocytes were washed three times in PBS at 38.5 °C, fixed for 15 min in 4% paraformaldehyde, and mounted on glass slides using DAPI mounting medium. Oocytes were scanned in a confocal microscope (Leica SP5, Germany) and mitochondrial activity was analyzed using the software ImageJ. The distribution patterns of mitochondria were characterized by observing (at 630-fold magnification) labeled mitochondria with an active oxidative state. We classified the distribution and aggregation patterns mainly as homogeneous, heterogeneous, and clustered distribution according to the previously reported classification [28, 29].

### Statistical analysis

All experiments were done in at least three replicates. Data normality was checked using the Shapiro–Wilk test. Maturation and developmental rates and blastocyst nuclei numbers were analyzed using one-way ANOVA (SigmaPlot 12, US) followed by Tukey’s test to detect differences between the means and expressed as mean ± SD. Categorical variables were identified using the chi-square test. PCR data were statistically analyzed using Student’s *t*-test. The statistical significance level was defined at *P* < 0.05.

## Results

### Characterization of s-EVs from porcine follicular fluids

Different morphological and molecular analyses were done to determine the characteristics and the purity of s-EV isolated samples. Vesicle size and concentration were determined in each sample using NTA. The concentration of s-EVs from the HQ and LQ FF groups was 8.98E+ 09 ± 3.43E+ 08 and 8.97E+ 09 ± 1.25E+ 09 particles/mL, the median size was 135.7 ± 5.3 and 132.6 ± 3.3 nm, respectively, and the mode was 135 nm in both groups, with no significant differences between them (Fig. 2A). Imaging with TEM revealed the presence of s-EVs with visible lipid bilayer membranes (Fig. 2B). Western blot analysis identified the presence of EV-specific markers (ALIX, TSG101, and CD63) in both s-EV groups and the filtered FFs. Additionally, cellular specific protein markers (CytC and ATP5A) were only detected in the cell lysates, but not in the isolated s-EVs, indicating the absence of other cellular membrane contamination in the EV samples (Fig. 2C). Lastly, the size distribution of the total RNA isolated from s-EV samples exhibited clear peaks for small-RNA and the absence of ribosomal-RNA peaks, confirming the samples to be free of cells and cellular components (Fig. 2D).

**Fig. 2:**
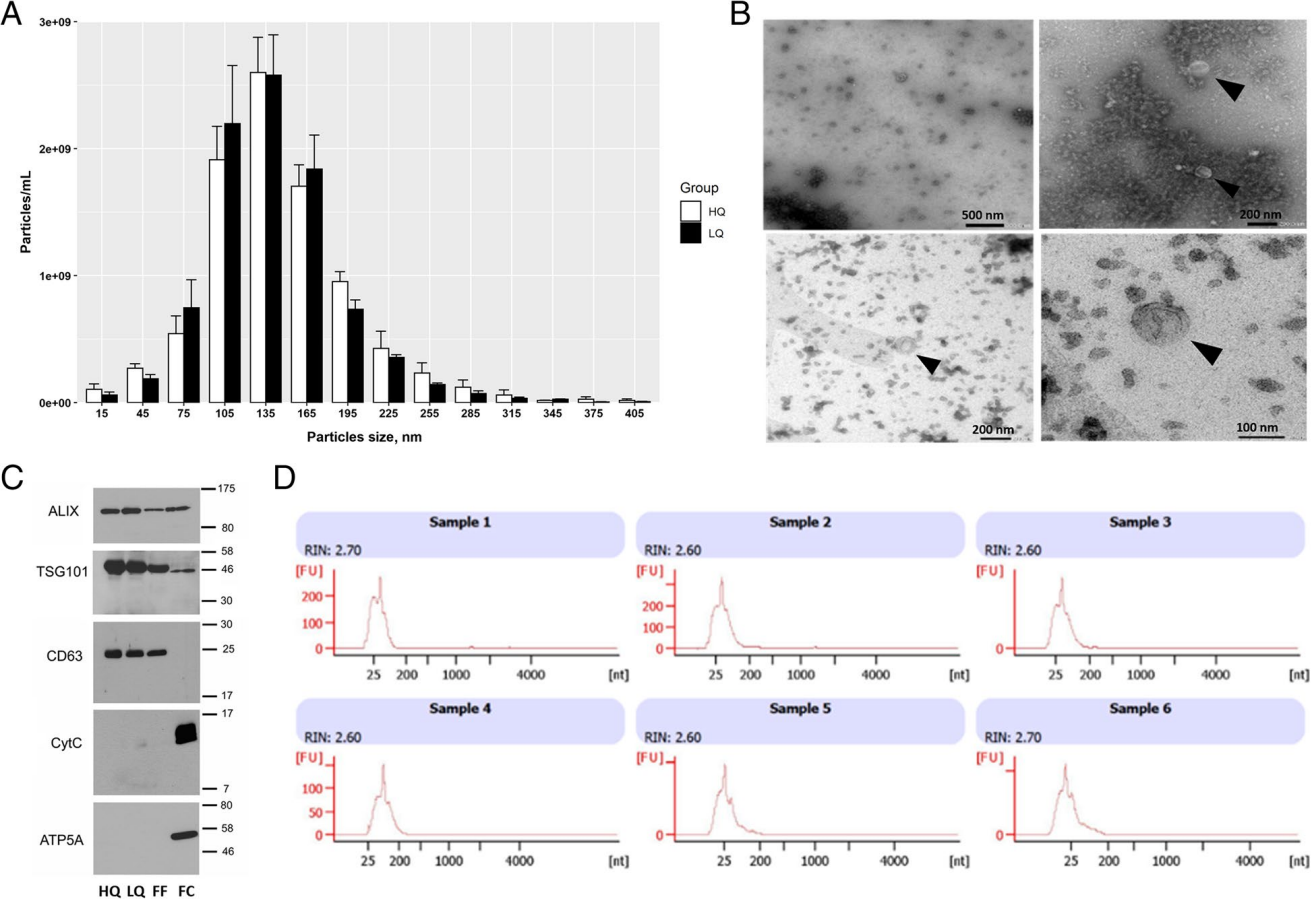
Morphological and molecular characterization of s-EVs. **A** The concentration and size distribution of s-EVs isolated from follicular fluids (FFs) corresponding to high- (HQ) or low-quality (LQ) oocytes analysed by NTA. **B** Transmission electron microscopy (TEM) representative photos of isolated s-EVs showing the lipid bilayer membrane and the cup-shaped EV particles (black arrows). Scale bar of 500 and 200 nm for the upper left and right photos, respectively, and of 200 and 100 nm for the lower left and right photos, respectively). **C** Immunoblotting analysis of EV-specific protein markers (ALIX, TSG101, and CD63) and cellular specific protein markers (CytC and ATP5A) in the HQ and LQ EV groups, as well as in filtered FF and follicular cell lysate (FC) as positive and negative controls, respectively. Scale numbers are in kDa. **D** RNA size distribution from s-EV samples of HQ (sample 1–3) and LQ (sample 4–6) groups analysed with a bioanalyzer (Agilent Technologies)

### MiRNA expression profiles of s-EVs isolated from follicular fluids

Small-RNA libraries were prepared from six different EV samples (3 replicates per group) to identify the expressed miRNAs in each. 

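The sequenced samples were s-EVs from the follicular fluid of prepubertal gilts, isolated from 0.5 mL of pooled fluid per replicate. HQ samples came from follicles whose oocyte stayed unstained by lissamine green B, a dye that enters damaged membranes, and LQ samples from follicles whose oocyte was stained. The paper gives follicles of 3 to 6 mm in diameter, while the sample labels give 2 to 6 mm. The deposited table holds TMM-adjusted CPM for 453 porcine miRNAs in 3 HQ and 3 LQ libraries, as the authors normalized them. The values of a library sum to 915120 CPM in HQ replicate 2 at the lowest and 1103611 CPM in LQ replicate 1 at the highest. Every value is a whole multiple of the smallest value above 0 in its library, within 6.66e-05 of that step. Taken as 1 read, the step gives 2021626, 2057437 and 1643814 miRNA reads in HQ replicates 1 to 3, and 898530, 2343594 and 3159116 in LQ replicates 1 to 3. One read was thus worth 1.23 CPM in LQ replicate 1 and 0.341 CPM in LQ replicate 3, which limits what can be said of miRNAs near 1 CPM. The kit used for the libraries can add unique molecular identifiers, and the paper's text does not name their use. From the CPM values, miRNAs with a mean above 1 CPM in either group, 309 in all, were compared between groups with limma on log2(CPM + 0.5), with Benjamini-Hochberg adjustment. Fold changes are on that scale, where the pseudocount draws those of low miRNAs toward 0, and 1 low library can also make them larger than the ratio of the group means. Differentially expressed miRNAs had a fold change of at least 2, an adjusted p under 0.05 and a mean above 5 CPM in the enriched group, the thresholds the paper states.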

RNA-seq analysis gave an average number of 27 million raw reads per library with an average of 16 million reads being retained after trimming and quality control. 

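Table S1 of the paper lists 989048 miRNA reads for LQ replicate 1, the fewest, and 3349850 for LQ replicate 3, the most. The reads implied by the CPM table were 90.8% of the listed number in LQ replicate 1 and 94.3% in LQ replicate 3, and lay between these shares in the other libraries. The miRNA share of mapped reads in the same table ran from 10.5% in LQ replicate 1 to 22.3% in LQ replicate 3, and the 3 HQ libraries lay between 13.7% and 14.6%.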

An average of 89% of reads were mapped to the porcine genome, and the average proportion of annotated miRNAs was 15% (Additional file 1: Table S1). Various types of small non-coding RNA (sncRNA), including misc_RNA, snRNA, and snoRNA were also identified in all samples. However, the majority of sncRNA reads were assigned to miRNAs (Additional file 2: Fig. S1). Heatmap clustering and principal component analysis (PCA) were performed on the miRNA CPM values. The results showed a clear clustering of the three biological replicates of each group, with a clear separation between the two groups. 

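Average-linkage clustering of the log2(CPM + 0.5) values, each miRNA scaled to unit variance, put the 3 HQ libraries in one branch and the 3 LQ libraries in the other. Across the 309 miRNAs, Pearson's r between HQ libraries was 0.982 to 0.985. Between LQ replicates 2 and 3 it was 0.991, while LQ replicate 1 reached 0.974 with LQ replicate 2 and 0.976 with LQ replicate 3. Pairs of an HQ and an LQ library had r of 0.958 to 0.973. The highest of these, HQ replicate 3 with LQ replicate 2, came within 0.001 of the lowest pair inside the LQ group. These correlations run across miRNAs, which are not independent replicates.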

The first two components of the PCA explained around 68.5% of the existing variances (Fig. 3). 

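With each miRNA centred and scaled, the first component held 48.1% of the variance and the second 19.9%, together 67.9%. The first component separated the groups, with HQ libraries at 13.4, 13.5 and 4.85 and LQ libraries at -7.22, -10.9 and -13.7. HQ replicate 3 lay nearest to the LQ libraries. The second component set LQ replicate 1, at -14.7, apart from LQ replicates 2 and 3, at 5.64 and 6.77.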

A miRNA with an average value of CPM > 1 was considered to be expressed. Accordingly, a total of 303 and 301 miRNAs were expressed in the HQ and LQ groups, respectively, with 295 miRNAs being expressed in both groups (Fig. 4A). 

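A mean above 1 CPM was reached by 303 miRNAs in HQ, 301 in LQ and 295 in both. The 8 miRNAs above that level in HQ alone and the 6 in LQ alone were low, and the largest change among them was that of miR-338, at 0.922 ± 0.939 CPM (SD, n = 3) in HQ and 7.84 ± 2.69 CPM (SD, n = 3) in LQ, a log2 fold change of -2.76 (standard error 0.684, adjusted p = 0.00661 from limma). It is a miRNA enriched in brain and was listed at 0 in HQ replicate 3. Among the HQ-only miRNAs, miR-7135-3p had a log2 fold change of 2.01 (adjusted p = 0.0315 from limma), and did not pass without any 1 of the libraries except LQ replicate 1 (adjusted p of 0.0597 to 0.107). The other 12 did not pass the test, with adjusted p from 0.132 for miR-153 to 0.640 for miR-7857-3p. For miR-153, LQ replicate 1 held 6.14 CPM and miR-1388 was likewise highest there, at 7.37 CPM.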

A complete list of all expressed miRNAs is presented in Additional file 1: Table S2, and the top 20 most abundant miRNAs in each group are presented in Table 1. 

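miR-27b-3p and miR-16 took a larger part of the LQ libraries, and the other members of the top 5 did not differ past the test. miR-16, a regulator of the cell cycle, rose from 62303 ± 3823 CPM (SD, n = 3) in HQ to 115577 ± 16734 CPM (SD, n = 3) in LQ, a log2 fold change of -0.88 for HQ against LQ (standard error 0.170, adjusted p = 0.00207 from limma). miR-27b-3p had a log2 fold change of -0.60 (standard error 0.159, adjusted p = 0.0104 from limma). It did not pass without HQ replicate 1 (adjusted p = 0.0575) and without HQ replicate 2 (adjusted p = 0.0632). Nor did it pass with all libraries rescaled to an equal sum of CPM, in place of the TMM scaling (log2 fold change -0.40, adjusted p = 0.0654). miR-140-3p, at -0.04 (adjusted p = 0.891), miR-202-5p, at -0.07 (adjusted p = 0.877), and miR-29a-3p, at -0.35 (adjusted p = 0.132), showed no difference past the same limma test. miR-202-5p, a miRNA typical of the gonads, varied most between HQ replicates, from 39008 CPM in HQ replicate 2 to 88612 CPM in HQ replicate 3, and was at 0.66 (adjusted p = 0.00565) when the replicate number was taken as a block together with a GC correction. The other arm of its hairpin, miR-202-3p, was at 906 CPM in HQ and 505 CPM in LQ, a log2 fold change of 0.83 (adjusted p = 0.0287 from limma). miR-202-3p did not pass after GC correction (0.0756), nor without HQ replicate 2 or 3 or LQ replicate 2 or 3 (0.0528 to 0.175). The GC correction takes out any trend with GC content in a library, including one that differs between the groups for a biological reason. Together the top 5 miRNAs held 42.3% ± 3.50 (SD, n = 3) of the summed CPM of a library in HQ and 49.0% ± 0.856 (SD, n = 3) in LQ. Every LQ library lay above every HQ library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow).

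**Figure D1:**
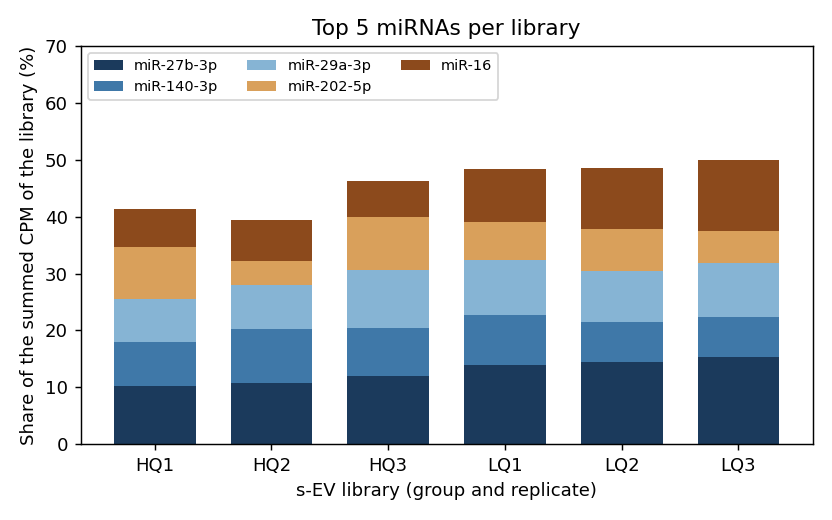
Share of the summed CPM of each s-EV library, in percent, held by miR-27b-3p, miR-140-3p, miR-29a-3p, miR-202-5p and miR-16, stacked in 1 bar per library for 3 HQ and 3 LQ replicates. The bars reach 39.4% to 46.2% in HQ and 48.4% to 49.9% in LQ.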

Interestingly, miR-27b-3p, miR-140-3p, miR-29a-3p, miR-202-5p, and miR-16 were the top 5 expressed miRNAs in both groups, in which they accounted for 42% and 49.2% of the miRNAs sequence reads in the HQ and LQ groups, respectively (Table 1).

**Fig. 3:**
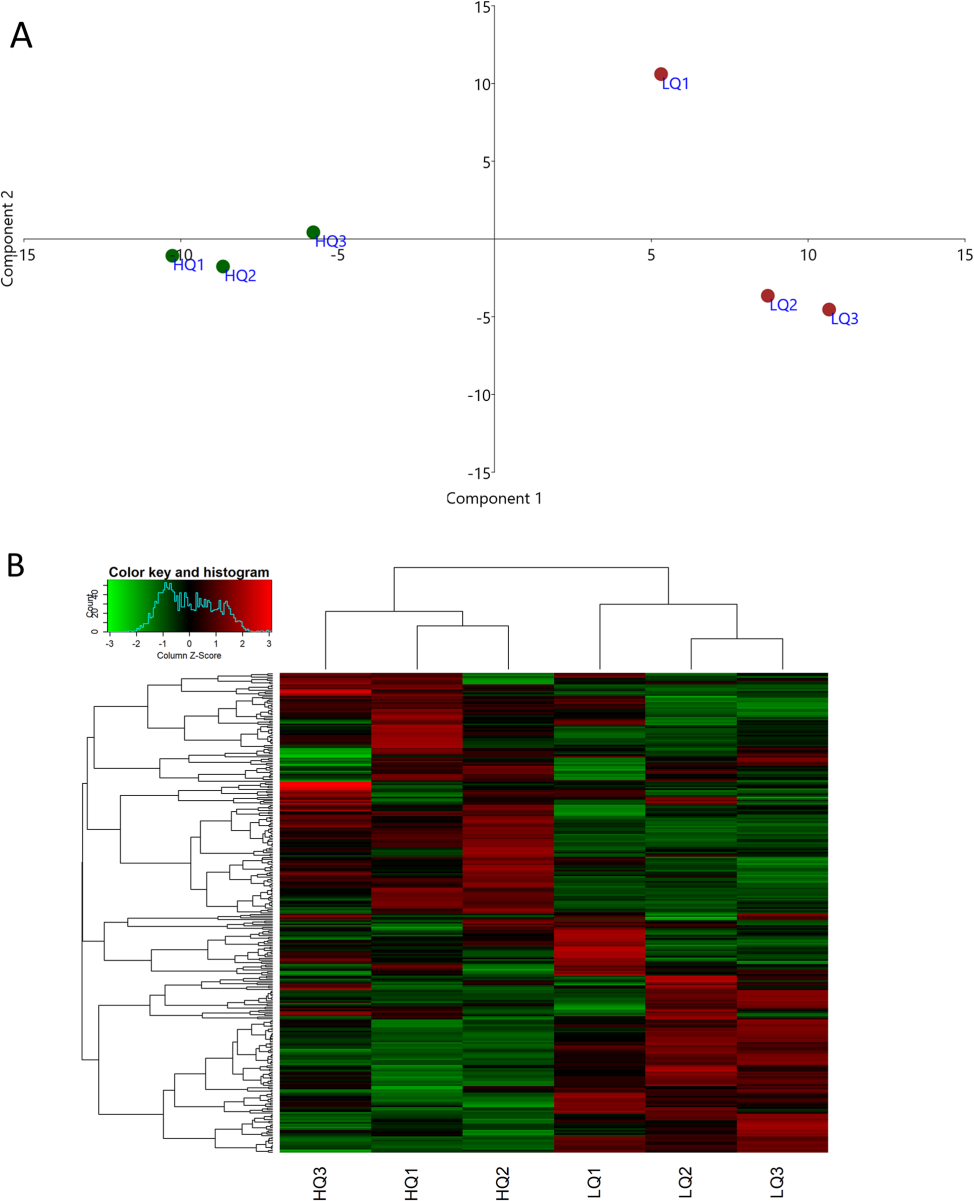
Samples clustering. **A** Principal component analysis (PCA). **B** Heatmap and hierarchical clustering. HQ1-HQ3: high-quality s-EVs replicates, LQ1-LQ3: low-quality s-EVs replicates

**Fig. 4:**
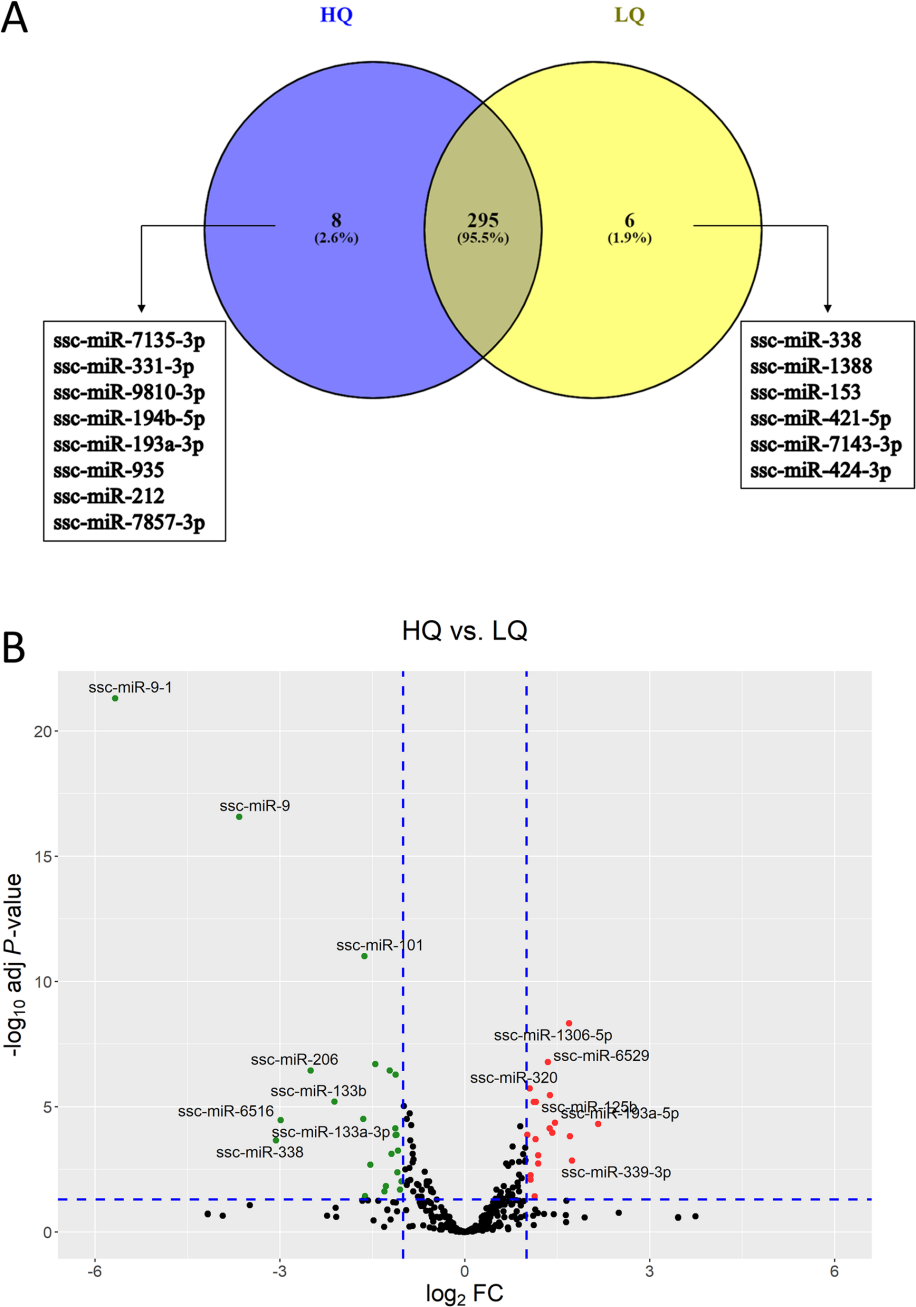
Differential expression analysis. **A** Venn diagram for commonly and exclusively expressed miRNAs in HQ and LQ s-EVs groups. **B** Volcano plot of expressed miRNAs. Up- and downregulated miRNAs in the HQ compared to the LQ s-EVs groups are labeled with red and green points, respectively

**Table 1:** List of top 20 most abundant miRNAs in small-extracellular vesicles obtained from follicular fluids of high (HQ) or low (LQ) quality corresponding oocytes

miRNA	HQ group CPM	%^**a**^	miRNA	LQ group CPM	%^**a**^
ssc-miR-27b-3p	102,691.3	10.9	ssc-miR-27b-3p	155,625.9	14.8
ssc-miR-140-3p	80,017.22	8.6	ssc-miR-16	115,577.2	11.4
ssc-miR-29a-3p	78,734.08	8.3	ssc-miR-29a-3p	99,770.91	9.2
ssc-miR-202-5p	71,447.84	7.5	ssc-miR-140-3p	82,856.62	7.4
ssc-miR-16	62,302.65	6.7	ssc-miR-202-5p	70,526.08	6.4
ssc-let-7c	39,828.22	4.3	ssc-miR-29c	51,664.11	4.7
ssc-miR-423-5p	32,738.73	3.6	ssc-miR-152	44,794.39	4.3
ssc-miR-128	31,129.2	3.4	ssc-let-7c	30,586.53	2.5
ssc-miR-152	28,718.56	3.1	ssc-miR-146a-5p	26,660.02	2.5
ssc-miR-29c	28,297.13	3.0	ssc-let-7i-5p	26,275.77	2.5
ssc-let-7a	26,486.27	2.9	ssc-miR-676-3p	22,826.69	2.2
ssc-miR-676-3p	24,661.24	2.7	ssc-miR-30e-5p	22,798.43	2.2
ssc-miR-146a-5p	23,950.27	2.6	ssc-miR-128	22,443.82	2.2
ssc-miR-24-3p	21,119.86	2.3	ssc-let-7a	16,416.26	1.4
ssc-miR-10b	19,325.57	2.1	ssc-miR-24-3p	16,005.13	1.5
ssc-miR-191	17,564.45	1.9	ssc-miR-30a-5p	15,408.66	1.4
ssc-let-7f-5p	17,071.41	1.8	ssc-miR-423-5p	14,893.75	1.3
ssc-let-7i-5p	16,857.99	1.8	ssc-miR-10b	13,573.69	1.1
ssc-miR-30e-5p	12,606.02	1.3	ssc-let-7f-5p	12,654.58	1.1
ssc-miR-30a-5p	11,671.15	1.2	ssc-miR-19b	11,413.06	1.2

*CPM* average Counts Per Million mapped reads

^a^Percentage of the miRNAs sequence reads

### Differentially expressed miRNAs and ontological classification

Differential expression analysis of miRNAs revealed that 19 miRNAs (including miR-193a-5p, miR-339-3p, ssc-miR-132, ssc-miR-125b and ssc-miR-320) and 23 miRNAs (including miR-9-1, miR-9, miR-206, miR-133b, and miR-133a-3p) were significantly up- and downregulated (FC ≥ 2, FDR < 0.05, and CPM > 5 in the enriched group) in the HQ compared to the LQ s-EVs group, respectively (Fig. 4B, Table 2).

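Of 309 miRNAs tested, 16 were higher in HQ and 23 were higher in LQ at the paper's thresholds, and 82 had an adjusted p under 0.05 from limma. All 7 members of the mir-10 family had positive log2 fold changes and 6 passed the test, led by miR-125b and miR-125a. Over the list alone, 7 passed. Without HQ replicate 2, 1 of the 7 passed over all miRNAs, and 3 did without HQ replicate 1, LQ replicate 2 or LQ replicate 3. Of 7 muscle miRNAs, 3 were higher in LQ, namely miR-206, miR-133b and miR-133a-3p, and 4 did not pass (4 higher in LQ when adjusted over the list alone, and 5 over all miRNAs without LQ replicate 1). miR-148a-3p, miR-148b-3p and miR-152, all 3 members of their family, were higher in LQ, with log2 fold changes of -0.98 to -0.64. Of the miR-15/16 family, 4 of 7 were higher in LQ, including miR-16 and miR-497, but 1 without HQ replicate 2 and 2 without HQ replicate 1, LQ replicate 2 or LQ replicate 3. Of 11 neural miRNAs, miR-9-1, miR-9, miR-338 and miR-219b-3p were higher in LQ and 7 did not pass (5 higher in LQ when adjusted over the list alone). The paper discusses several mir-10, muscle and neural members as changed in these samples. Its tables, seen before the lists were fixed, also gave group means for miR-16, miR-152 and other members of the remaining lists. The direction of these 5 lists is therefore not independent evidence. Against the other miRNAs (camera in limma, preset correlation 0.01, 20 lists), adjusted p was 0.00184 for mir-10, 0.00997 for muscle, 0.0189 for miR-15/16 and for the family of miR-148a-3p, and 0.0398 for neural. With an estimated correlation, adjusted p = 0.481 for each of these 5 lists. With the preset correlation, the neural list did not pass under 7 of the alternatives set beforehand (adjusted p of 0.0551 to 0.137), among them GC correction (0.0710) and without HQ replicate 3 (0.137), nor miR-15/16 without LQ replicate 3 (adjusted p = 0.0509) and after correction for GC content (adjusted p = 0.102), nor the family of miR-148a-3p with GC correction and the replicate block together (adjusted p = 0.0939). Of the members named here, miR-125a no longer passed without HQ replicate 1 or 2 (adjusted p of 0.0575 and 0.0793), miR-219b-3p after GC correction (0.0600, with a log2 fold change of -1.48 against -1.60) or without HQ replicate 1, 2 or 3 or LQ replicate 3 (0.0557 to 0.162), miR-497 without HQ replicate 1 or 2 or LQ replicate 2 or 3 (0.0805 to 0.112), and miR-152 without HQ replicate 1 or 2 or LQ replicate 3 (0.0523 to 0.0612).
Among single miRNAs higher in HQ, miR-193a-5p was at 21.4 ± 9.17 CPM (SD, n = 3) in HQ and 4.47 ± 1.88 CPM (SD, n = 3) in LQ, a log2 fold change of 2.11 (standard error 0.458, adjusted p = 0.00325 from limma). Without HQ replicate 2 its adjusted p was 0.0570. miR-1306-5p, inside the gene DGCR8 on chromosome 14, rose from 73.7 ± 1.92 CPM (SD, n = 3) in LQ to 232 ± 32.9 CPM (SD, n = 3) in HQ, a log2 fold change of 1.64 (standard error 0.245, adjusted p = 0.000180 from limma). Of the 11 miRNAs tested by ddPCR, the paper reports the sequencing pattern for all except miR-1306-5p and miR-125b, which showed no significant difference. Among those that kept the pattern were miR-9-1, miR-101, miR-206, miR-133b and miR-132. miR-339-3p had a log2 fold change of 1.49 (adjusted p = 0.0145), lost without HQ replicate 2 (0.0833), without LQ replicate 2 (0.0625) and after correction for GC content (0.305, with a log2 fold change of 0.65). On the LQ side, miR-6516 had a log2 fold change of -2.81 (standard error 0.513, adjusted p = 0.00128). Of the 309 tested miRNAs, 135 (43.7%) had no overlap between the 3 HQ and 3 LQ values, which chance gives for 10% of independent miRNAs. All miRNAs came from the same libraries and can shift together, so the distance from 10% was not tested. Mature sequences of the miRNAs higher in HQ had a median GC content of 56.5%, and those higher in LQ 40.9%, against 47.8% for all tested miRNAs with a known sequence.
Without HQ replicate 2 the counts were 7 higher in HQ and 15 higher in LQ, and 29 miRNAs had an adjusted p under 0.05, against 48 without HQ replicate 1 and 46 without LQ replicate 2. With all libraries rescaled to an equal sum of CPM, which replaces the TMM scaling, 31 were higher in HQ and 12 in LQ. After correction for GC content, over 256 miRNAs, 13 were higher in HQ and 11 in LQ. The paper takes the miRNAs past its thresholds as differentially expressed between the s-EVs of HQ and LQ oocytes.

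**Figure D2:**
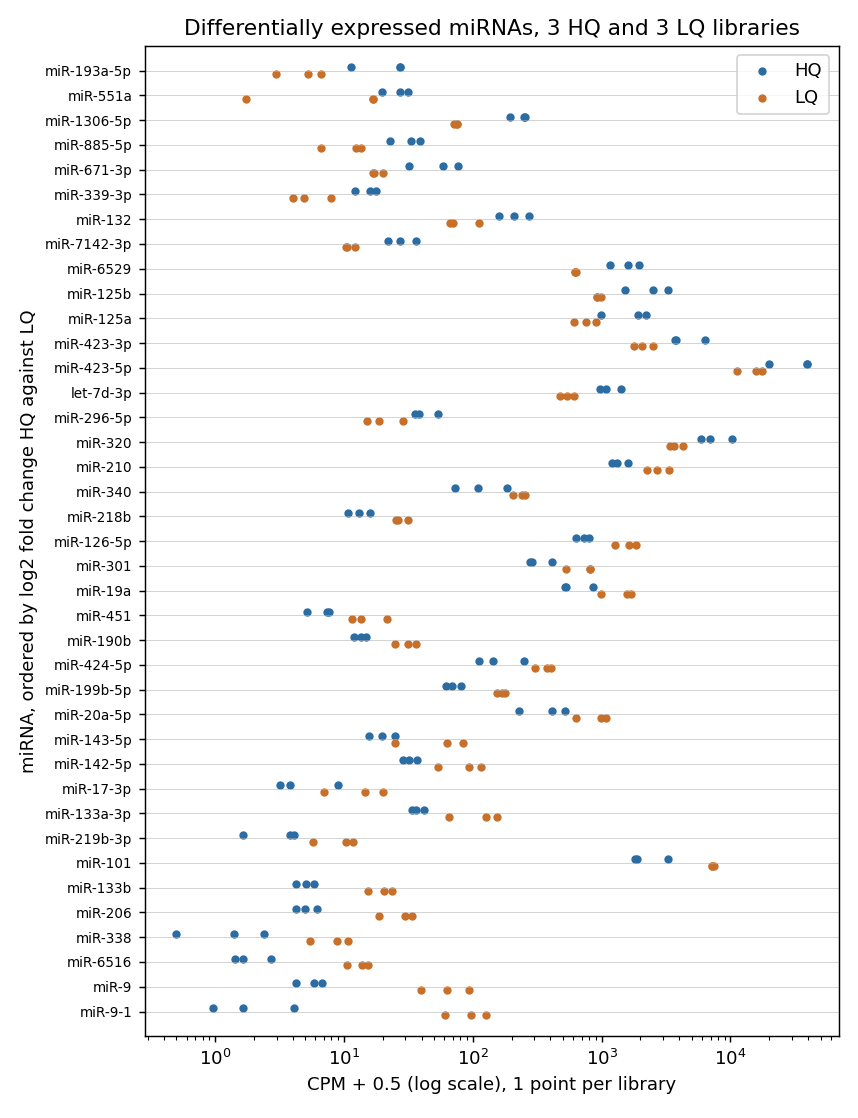
CPM + 0.5 on a log axis, 1 point per library, of the 39 differentially expressed miRNAs, ordered by log2 fold change of HQ against LQ, with HQ libraries in blue and LQ libraries in orange. miR-193a-5p, at the top, has the largest log2 fold change, 2.11, and miR-9-1, at the bottom, the lowest, -5.61.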

**Table 2:** Differentially expressed (DE) miRNAs in small-extracellular vesicles obtained from follicular fluids of high (HQ) compared to low (LQ) quality corresponding oocytes

Upregulated miRNAs	FC	FDR	Downregulated miRNAs	FC	FDR
ssc-miR-193a-5p	4.48	4.83E-05	ssc-miR-9-1	−51.16	4.90E-22
ssc-miR-339-3p	3.34	1.38E-03	ssc-miR-9	−12.67	2.60E-17
ssc-miR-671-3p	3.26	1.48E-04	ssc-miR-338	−8.39	2.15E-04
ssc-miR-1306-5p	3.22	4.63E-09	ssc-miR-6516	−7.95	3.34E-05
ssc-miR-885-5p	2.75	4.28E-05	ssc-miR-206	−5.67	3.51E-07
ssc-miR-7142-3p	2.67	1.07E-04	ssc-miR-133b	−4.34	6.23E-06
ssc-miR-125b	2.60	3.40E-06	ssc-miR-133a-3p	−3.14	3.04E-05
ssc-miR-132	2.60	7.14E-05	ssc-miR-101	−3.10	9.57E-12
ssc-miR-6529	2.54	1.62E-07	ssc-miR-219b-3p	−3.07	3.67E-02
ssc-miR-296-5p	2.28	1.82E-03	ssc-miR-143-5p	−2.90	2.04E-03
ssc-miR-125a	2.27	8.51E-04	ssc-miR-142-5p	−2.74	1.94E-07
ssc-miR-423-3p	2.22	6.35E-06	ssc-miR-451	−2.48	2.34E-02
ssc-miR-423-5p	2.21	1.92E-04	ssc-miR-10,388	−2.43	1.44E-02
ssc-miR-7144-5p	2.19	3.78E-02	ssc-miR-199b-5p	−2.33	3.51E-07
ssc-let-7d-3p	2.17	6.33E-06	ssc-miR-20a-5p	−2.29	7.58E-04
ssc-miR-551a	2.09	5.36E-03	ssc-miR-19a	−2.19	7.14E-05
ssc-miR-149	2.09	7.98E-03	ssc-miR-301	−2.18	1.34E-04
ssc-miR-320	2.07	1.85E-06	ssc-miR-126-5p	−2.18	5.10E-07
ssc-miR-425-5p	2.02	1.29E-04	ssc-miR-218b	−2.16	1.29E-04
			ssc-miR-424-5p	−2.14	4.15E-03
			ssc-miR-190b	−2.13	5.58E-04
			ssc-miR-545-5p	−2.08	2.04E-02
			ssc-miR-95	−2.04	9.49E-03

*FC* Fold Change, *FDR* False Discovery Rate

Validated and predicted target gene analysis revealed a total of 860 and 1308 genes are targeted by up- and downregulated miRNAs, respectively, with 193 genes targeted by both. In addition, 702 genes were among the validated and predicted genes and targeted by the top five most abundant miRNAs in both groups. Apoptosis, p53 signaling, and cAMP signaling were among the top pathways targeted by the elevated miRNAs in the HQ group (Fig. 5A, Additional file 1: Table S3). On the other hand, oocyte meiosis, gap junction, TGF-beta signaling, and estrogen signaling were among the top pathways targeted by the elevated miRNAs in the LQ group (Fig. 5B, Additional file 1: Table S3). Signaling pathways including PI3K-Akt, MAPK, AMPK, and FoxO were the top commonly targeted pathways by the elevated miRNAs in the HQ and LQ s-EV groups, as well as by the top five most abundant miRNAs in both groups (Fig. 5C and D, Additional file 1: Table S3). However, genes involved in these common pathways were differentially targeted by each miRNA group, with few genes commonly targeted by two or three miRNA groups, as shown for instance for the PI3K-Akt and MAPK signaling pathways (Additional file 3: Fig. S2).

**Fig. 5:**
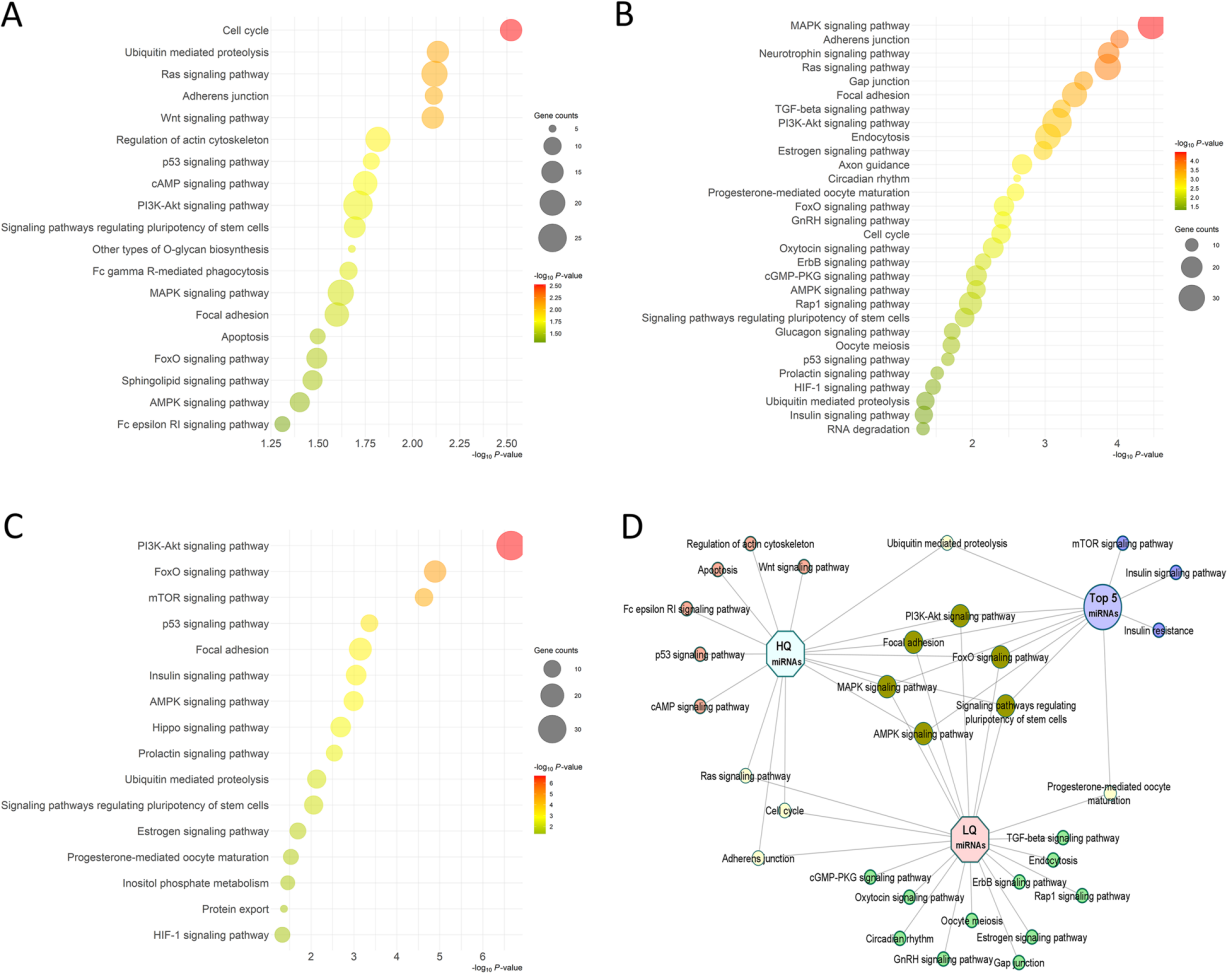
Pathway analysis of differentially expressed miRNA target genes. Bubble plots for the pathways targeted by the elevated miRNAs in the high **(A)** and low quality **(B)** s-EVs groups and by the top five most abundant miRNAs in both groups **(C)**. The color and size of each bubble represent the *P*-value and the number of miRNA target genes in each pathway, respectively. Exclusive and common pathways targeted by elevated miRNAs in the high- (HQ) and low-quality (LQ) s-EVs groups and by the top five most abundant miRNAs in both groups **(D)**

### Validation of DE-miRNA

A group of 11 DE-miRNAs was selected to validate the miRNA-seq data using ddPCR. 

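In the sequencing data all 11 miRNAs chosen for ddPCR passed the limma test. miR-9-1, miR-206, miR-133b, miR-101, miR-199b-5p, miR-20a-5p and miR-126-5p were higher in LQ, and miR-423-5p, miR-132, miR-125b and miR-1306-5p were higher in HQ. The paper chose them on these libraries, so their count is not independent evidence. miR-423-5p was the most abundant, at 32739 ± 11148 CPM (SD, n = 3) in HQ and 14894 ± 3320 CPM (SD, n = 3) in LQ, a log2 fold change of 1.09 (standard error 0.248, adjusted p = 0.00365, and 0.0653 without HQ replicate 2). miR-20a-5p, of the miR-17-92 cluster, had a log2 fold change of -1.26 (standard error 0.295, adjusted p = 0.00431). miR-126-5p, from a hairpin typical of endothelial cells, had -1.13 (standard error 0.229, adjusted p = 0.00222), and miR-199b-5p -1.25 (standard error 0.248, adjusted p = 0.00222). After GC correction the log2 fold changes of miR-423-5p (0.80), miR-20a-5p (-0.82), miR-126-5p (-0.76) and miR-199b-5p (-0.97) were below the fold threshold, as were those of miR-423-5p (0.93) and miR-20a-5p (-0.92) without HQ replicate 1, of miR-423-5p without LQ replicate 3 (0.90) and of miR-126-5p with equal sums (-0.93). The ddPCR reference miR-26b-5p was at 1158 ± 12.9 CPM (SD, n = 3) in HQ and 1102 ± 177 CPM (SD, n = 3) in LQ, a log2 fold change of 0.08 (adjusted p = 0.820). The ddPCR copy numbers were not analysed here.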

All selected miRNAs exhibited the same expression pattern as in the miRNA-seq data (*P* < 0.05) except for two miRNAs (ssc-miR-125b and ssc-miR-1306-5p), which did not differ significantly between the HQ and LQ s-EV groups (Fig. 6).

**Fig. 6:**
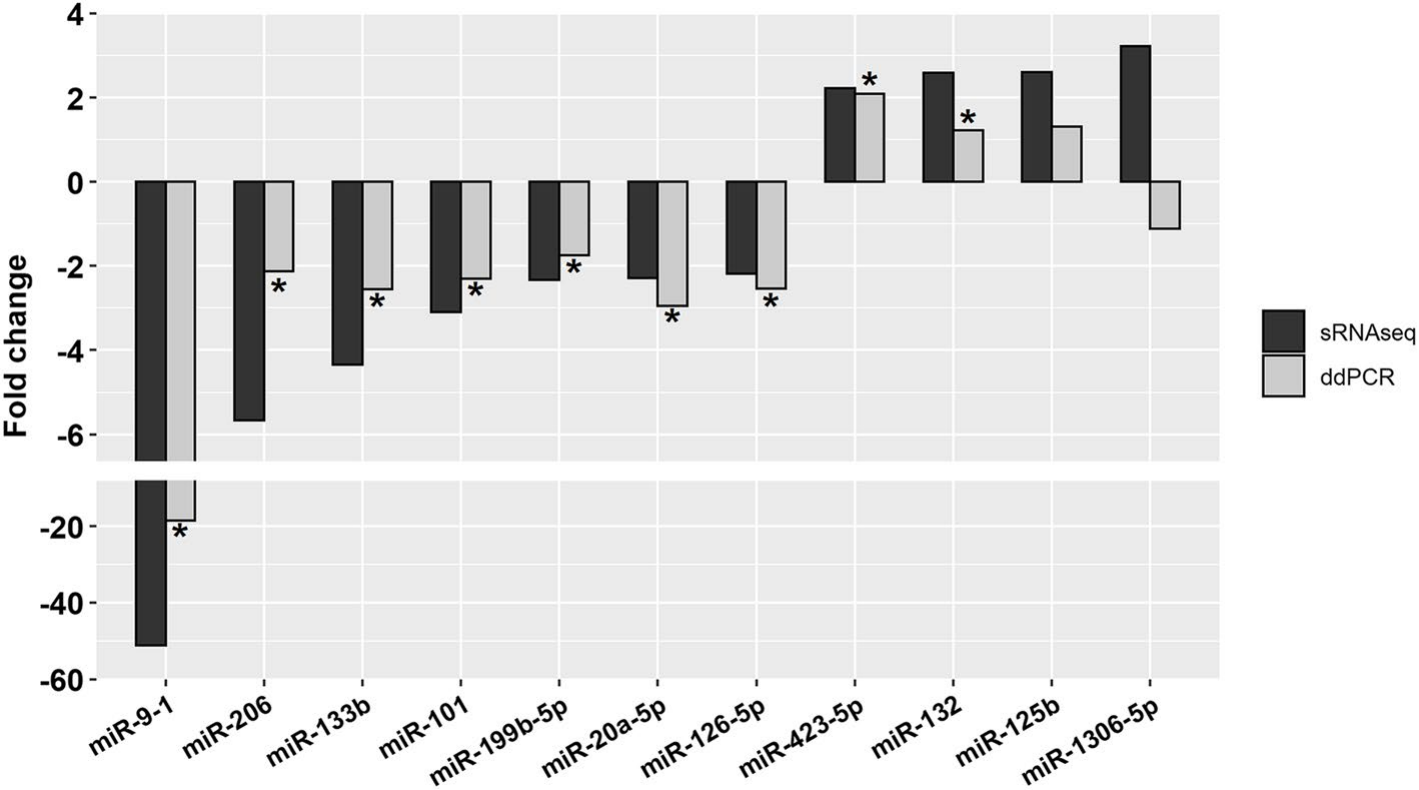
Droplet digital PCR (ddPCR) validation of the selected DE-miRNAs in comparison to the small RNAseq (sRNAseq) analysis. *Statistical significance between the high- (HQ) and low- quality (LQ) s-EVs groups (*P* < 0.05)

### Oocyte maturation, developmental competence, and mitochondrial activity after s-EVs co-incubation

To investigate the effect of s-EVs and their cargos on porcine oocyte maturation and embryonic development, COCs were supplemented with s-EVs of the HQ or LQ groups. We evaluated the nuclear maturation, cleavage, blastocyst rates, and blastocyst cell count in comparison to the non-supplemented control group (C) or PBS-supplemented group (NC). There were no significant differences in nuclear maturation or developmental rates, as well as in the blastocyst cell counts among the experimental groups (Table 3). To examine whether s-EVs might modulate changes in mitochondrial distribution or activity in oocytes after maturation, metaphase II (MII) oocytes were stained with MitoTracker Orange after co-incubation with s-EVs. Based on the mitochondrial distribution patterns, oocytes were categorized into three main categories, homogeneous, heterogeneous, or cluster distribution (Fig. 7A). The results showed that a significantly higher proportion of oocytes co-incubated with the LQ s-EV group was in the homogeneous category and a lower proportion was in the heterogeneous category compared to the other groups (Chi-square test, *N* = 130, *P* < 0.001; Fig. 7B). The overall mitochondrial activity measured as the intensity signal of the stain exhibited no significant differences between the experimental groups (Fig. 7C).

**Table 3:** Maturation and developmental rates of porcine oocytes co-incubated with s-EVs isolated from HQ or LQ FF groups

Group	MII rate % ± SD (n)	Cleavage rate % ± SD (n)	Blastocyst rate % ± SD (n)	Blastocyst cell number ± SD (n)
C	90.07 ± 9.95% (47)	85.34 ± 7.21% (124)	32.40 ± 2.37% (124)	39 ± 5 (27)
NC	85.35 ± 10.95% (55)	86.79 ± 6.17% (125)	29.33 ± 7.93% (125)	39 ± 10 (17)
HQ	75.74 ± 14.29% (53)	76.68 ± 3.83% (129)	25.38 ± 5.13% (129)	42 ± 6 (20)
LQ	87.74 ± 5.75% (55)	75.84 ± 7.98% (154)	25.70 ± 7.71% (154)	45 ± 4 (18)

*C* Control, *NC* negative control, *HQ* high quality, *LQ* low quality

**Fig. 7:**
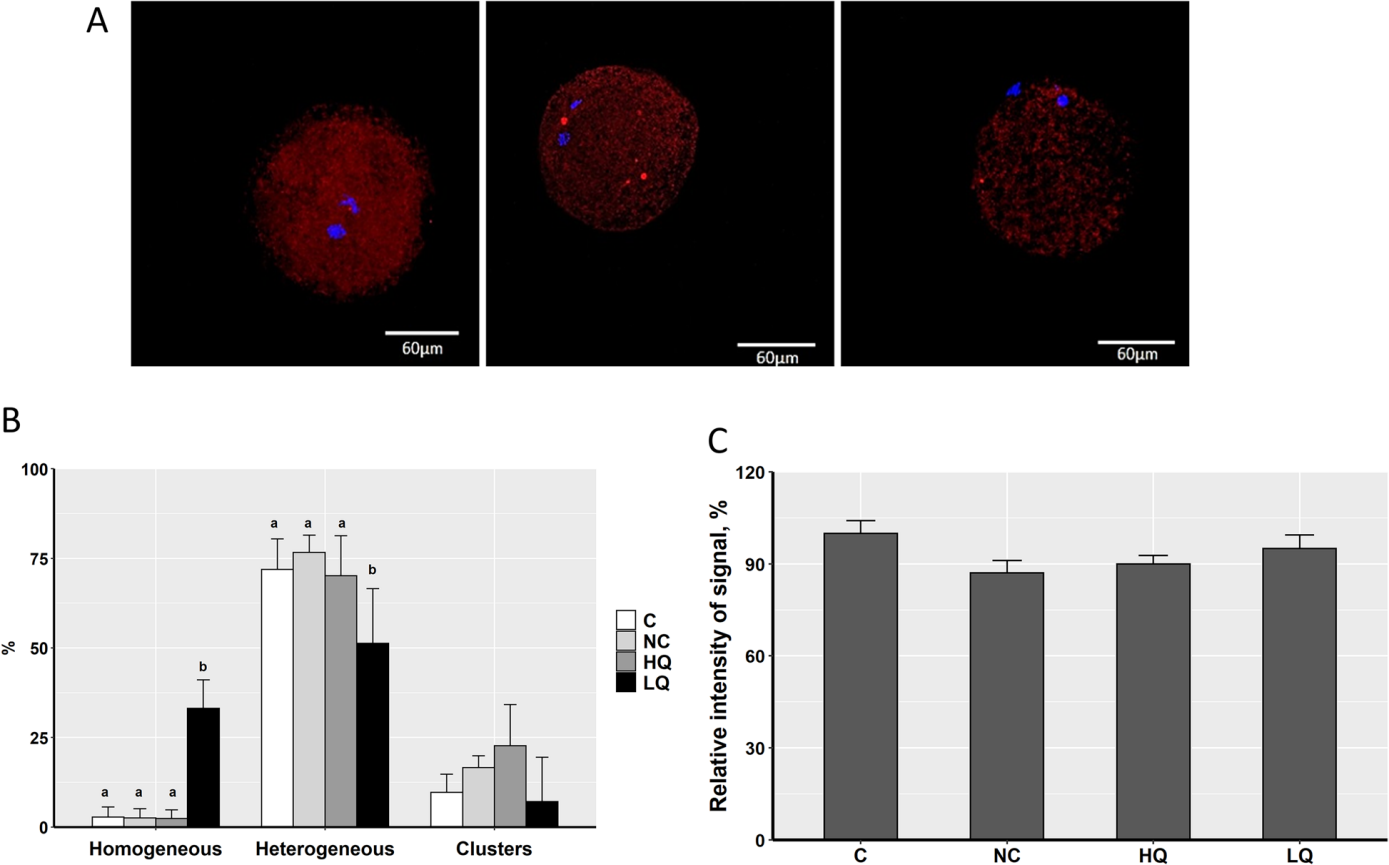
Mitochondrial activity and distribution patterns in porcine MII oocytes. **A** Oocytes were classified into three main distribution patterns: Homogeneous (left), Heterogeneous (middle), or Cluster (right). Scale bar, 60 μm. **B** The proportion of each distribution pattern in porcine MII oocytes after co-incubation with s-EVs of high- or low-quality groups. Bars with different letters indicate significant differences (*P* < 0.05). **C** The relative intensity signal of mitochondrial activity in the different oocyte groups. C: control; NC: negative control; HQ: high-quality; LQ: low-quality

## Discussion

In this study, we identified the miRNA cargo of the s-EVs isolated from porcine FFs corresponding to different oocyte qualities. Furthermore, we investigated the effect of s-EV supplementation during maturation on oocyte developmental competence. We mainly found that s-EV miRNA expression profiles in FFs differed between high- and low-quality corresponding oocytes. These identified miRNAs could be used as non-invasive biomarkers to predict oocyte developmental competence and could provide more insights into the potential role of miRNAs in follicular cell-cell communications and development. Moreover, the supplementation of s-EVs from the FFs of the low-quality group to oocytes during maturation modulates changes in mitochondrial distribution patterns in MII oocytes by increasing the proportion of homogeneous and decreasing the proportion of heterogeneous distribution patterns.

Oocyte quality is one of the key factors that determine the success of IVM, IVF, and the developmental potential of the produced embryo [30]. Several methods are used to evaluate oocyte quality based on morphology, biomarkers expression, and machine learning assistance using oocyte images [31]. Staining GV oocytes with vital stains is another method that can predict oocyte quality and developmental competence. For instance, brilliant cresyl blue (BCB) staining has been widely used to differentiate between growing and fully grown oocytes based on the activity of the G6PDH enzyme [32], since oocytes stained with BCB are more competent than the unstained ones. Another interesting synthetic non-toxic stain that has been used to detect cellular membrane damages is LB stain [33]. It has been used previously for the non-invasive morphological assessment of porcine oocyte quality since it enables the detection of oocytes in the pre-apoptotic stage, expressing high levels of TP53, but still with low levels of pro-apoptotic genes [18]. Moreover, in another study from our group, Bartkova et al. [17] reported LB staining as a non-invasive oocyte selection method that can detect cellular membrane damage in porcine COCs. Although oocyte staining with such stains is considered a non-invasive method, it is still not the optimal approach for oocyte selection, since further treatment and incubation steps need to be incorporated to evaluate the oocytes. Therefore, searching for specific biomarkers in follicular cells or FFs which are associated with oocyte quality could be a much more appropriate strategy for oocyte quality assessment and selection. To avoid any variations in the follicular stages or the physiological conditions of the donors, we collected the FFs from individual healthy ovarian follicles of similar size from prepubertal gilts within similar weight and age ranges. Then, we used LB staining to differentiate between high- and low-quality COCs, and we subsequently collected the corresponding FFs for each category for s-EVs isolation and miRNA identification. We characterized the s-EVs isolated from porcine FFs using three different methods. The size distribution, shape, and the analysis of specific protein markers revealed the successful isolation of s-EVs in agreement with the minimal information for studies of extracellular vesicles (MISEV2018) [34]. Importantly, s-EV samples were negative for CytC and ATP5A proteins as cellular-specific markers. In addition, the RNA electropherogram clearly showed the absence of the ribosomal RNA peaks after total RNA isolation. These verified the isolation procedure and confirmed the degree of purity of the s-EV preparations from other intracellular compartments or cellular contamination [34].

Since the first reported evidence on the EV-mediated transfer of miRNAs between cells [11], EV-miRNAs have been considered to be novel non-invasive molecular markers for the prediction and diagnosis of various pathophysiological conditions [10]. From the FFs, several EV-miRNAs have been reported to be associated with follicular and oocyte development in different mammalian species including porcines [35], humans [36], bovines [37, 38], and equines [39]. However, the mechanism of EV-miRNAs in FFs that influences the oocyte developmental competence remains unclear. In this study, miRNA sequencing analysis identified a total of 42 significantly DE miRNAs between the HQ and LQ s-EV groups. Among the DE miRNAs, the mir-9 family-related miRNAs (miR-9-1 and miR-9) were the most highly elevated miRNAs in the LQ compared to the HQ group, with more than 50-fold miR-9-1 in the LQ group. 

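miR-9-1 was at 1.72 ± 1.62 CPM (SD, n = 3) in HQ and 94.2 ± 32.7 CPM (SD, n = 3) in LQ, a log2 fold change of -5.61 (standard error 0.469, adjusted p = 1.07e-07 from limma), the largest change of any miRNA tested. miR-9 was at 5.12 ± 1.28 CPM (SD, n = 3) in HQ and 64.7 ± 26.8 CPM (SD, n = 3) in LQ, a log2 fold change of -3.48 (standard error 0.369, adjusted p = 2.40e-06). In HQ replicate 1, miR-9-1 stood at 0.469 CPM, the smallest value above 0 in that library, which is a single read if the step is taken as 1 read. Both miRNAs are best known from the nervous system. In the Sscrofa11.1 annotation, miR-9-1 (UCUUUGGUUAUCUAGCUGUAUGA) lies on chromosome 4 from 93660437 to 93660459, inside a long non-coding RNA gene on the same strand. miR-9 (UCUUUGGUUAUCUAGCUGUAUG) lies on chromosome 7 from 54948462 to 54948483, between genes. Their mature sequences have no mismatch over the 22 bases of miR-9, and miR-9-1 is 1 base longer, so reads may have been split between them and their separate values are uncertain. Summed, they were at 6.85 CPM in HQ and 159 CPM in LQ, with a log2 fold change of -4.43 (standard error 0.346, adjusted p = 3.17e-08).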

The miR-9 family was previously known to play roles as repressor mediators of proliferation promoting transcription factors [40] and as tumor suppressors [41]. In humans, miR-9 exhibited a higher expression in the FFs (104 folds) [42] and granulosa cells [43] of women with polycystic ovary syndrome (PCOS) compared to normal women. It has been previously reported that PCOS is highly correlated with poor oocyte quality and subsequently low developmental competence due to consecutive disturbances in the paracrine and/or endocrine follicular microenvironment [44, 45]. Moreover, in our previous study [26] we reported an increase in the expression of miR-9-1 in low-competence porcine oocytes derived from small compared to large follicles. These findings may indicate a possible correlation between the cellular and/or extracellular expression of miR-9 with the oocyte quality. In addition, miR-101 was among the upregulated miRNAs in the LQ compared to the HQ group and was one of the highly abundant DE-miRNAs. 

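miR-101 was at 2323 ± 830 CPM (SD, n = 3) in HQ and 7293 ± 154 CPM (SD, n = 3) in LQ, a log2 fold change of -1.71 (standard error 0.233, adjusted p = 6.99e-05 from limma). The LQ libraries lay close together, between 7174 and 7468 CPM, while HQ replicate 3, at 3281 CPM, stood above HQ replicates 1 and 2, at 1820 and 1866 CPM. Its mature sequence, UACAGUACUGUGAUAACUGAA, occurs at 2 annotated loci of Sscrofa11.1, inside RCL1 on chromosome 1 from 217152799 to 217152819 and inside JAK1 on chromosome 6 from 147330940 to 147330960, and the reads cannot be assigned to either.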

Recently, it has been reported that miR-101-3p inhibits goat granulosa cells in vitro proliferation by regulating *CDK4, CCND1, CCNE1,* and *PCNA* expressions and promotes the apoptotic rate by regulating *Bcl-2, Bax, p53,* and *caspase3* expression [46]. The same study reported that, in mouse ovaries, miR-101-3p exhibited unusual ovarian development functions, as reflected by decreased numbers of various follicles as well as small and stunted ovarian fragments. 

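miR-206, miR-133b and miR-133a-3p, miRNAs typical of muscle, were each higher in every LQ library than in every HQ library. miR-206 was at 4.64 ± 0.990 CPM (SD, n = 3) in HQ and 26.9 ± 7.81 CPM (SD, n = 3) in LQ, a log2 fold change of -2.39 (standard error 0.388, adjusted p = 0.000439 from limma). miR-133b rose from 4.55 ± 0.791 CPM (SD, n = 3) to 19.3 ± 4.16 CPM (SD, n = 3), a log2 fold change of -1.96 (standard error 0.395, adjusted p = 0.00222). miR-133a-3p rose from 36.7 ± 3.97 CPM (SD, n = 3) to 115 ± 45.7 CPM (SD, n = 3), a log2 fold change of -1.55 (standard error 0.310, adjusted p = 0.00222). miR-206 and miR-133b are neighbours on chromosome 7 of Sscrofa11.1, where miR-206 spans 45976342 to 45976363 and miR-133b spans 45980184 to 45980206. Other muscle miRNAs did not pass the test. miR-1 had a log2 fold change of -0.79 (adjusted p = 0.121) and miR-499-5p of -0.73 (adjusted p = 0.0526).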

Another interesting group of miRNAs including miR-206, miR-133b, and miR-133a-3p showed a significant up-regulation in the LQ compared to the HQ group. The same three miRNAs exhibited a higher expression pattern in the EVs isolated from the blood plasma of low- compared to high-response heifers to ovarian stimulation [47]. Both miR-206 and miR-133a are highly correlated with E2 deficiency by targeting and reducing the expression of E2 receptor-α, which mediates the biological activity of E2 in ovarian follicular cells and subsequently affects oocyte quality [48–51]. In mice, theca-specific E2 receptor-α knockout leads to a reduction in the oocyte quality and decreased ovulation capacity [52]. Recently, it has been demonstrated that miR-206 decreased the viability and induced apoptosis levels in ovarian granulosa cells by targeting *CCND2* mRNA [53]. Similarly, miR-133a was reported to be a cell proliferation inhibitor and apoptosis promotor in the intestinal epithelial cells [54]. These could explain the higher expression of this group of miRNAs in the FF-EVs of the LQ compared to the corresponding HQ oocytes in this study. On the other hand, a group of 19 miRNAs including miR-132 and miR-320 (one of the highly abundant DE-miRNAs) was significantly up-regulated in the FF-EVs of the corresponding HQ oocytes. 

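miR-132 was at 213 ± 57.9 CPM (SD, n = 3) in HQ and 82.6 ± 25.2 CPM (SD, n = 3) in LQ, a log2 fold change of 1.37 (standard error 0.282, adjusted p = 0.00259 from limma). It lies on chromosome 12 of Sscrofa11.1 from 48162635 to 48162656. miR-320 was at 7728 ± 2314 CPM (SD, n = 3) in HQ and 3771 ± 440 CPM (SD, n = 3) in LQ. Its log2 fold change of 1.00 (standard error 0.225, adjusted p = 0.00365) stood at the fold threshold and was below it in several alternatives, at the lowest 0.77 without HQ replicate 2, and its adjusted p was 0.0620 when limma's variance prior had no trend. Both miRNAs were higher in all 3 HQ libraries than in any LQ library.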

Similar to our findings, miR-132 and miR-320 were detected as extracellular miRNAs with a higher expression level in human ovarian FFs of oocytes that yielded top-quality embryos [55]. Moreover, both miRNAs were highly expressed in the ovarian FFs of healthy compared to PCOS patients [56]. In another study, the expression of miR-320 in FFs was positively correlated with human embryonic quality and development. The same study showed that miR-320 knockdown in mouse oocytes strongly decreased their developmental competence [57]. The expression level of miR-132 was higher in the FFs of equine preovulatory compared to dominant follicles, with an indication of the physiological involvement of miR-132 in steroidogenesis, follicle selection, and ovulation [58]. Other interesting miRNAs which were highly abundant in the FF-EVs and exhibited a higher expression level in the HQ compared to the LQ group are miR-125a and miR-125b. Both are members of the mir-10 family and were detected in human FF microvesicles [56]. 

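miR-125b was at 2425 ± 877 CPM (SD, n = 3) in HQ and 944 ± 45.8 CPM (SD, n = 3) in LQ, a log2 fold change of 1.29 (standard error 0.257, adjusted p = 0.00222 from limma). The paper's ddPCR found no significant difference for miR-125b. miR-125a was at 1704 ± 635 CPM (SD, n = 3) in HQ and 758 ± 142 CPM (SD, n = 3) in LQ, a log2 fold change of 1.10 (standard error 0.278, adjusted p = 0.00708). HQ replicate 3, at 988 CPM of miR-125a, came near the highest LQ value of 898 CPM. The call of miR-125a was lost without HQ replicate 1 (adjusted p = 0.0575) and without HQ replicate 2 (adjusted p = 0.0793), and by the fold after GC correction or without LQ replicate 1 (0.96 in each). Other members of the mir-10 family that passed were miR-10a-5p, miR-99a-5p, miR-99b and miR-100, with log2 fold changes of 0.75 to 0.90, below the fold threshold, and none of these passed without HQ replicate 2 (adjusted p of 0.0634 to 0.108). miR-10a-5p, miR-99a-5p and miR-100 also did not pass without LQ replicate 2 or without LQ replicate 3 (adjusted p of 0.0508 to 0.0916), and neither did miR-99b and miR-100 without HQ replicate 1 (0.0601 and 0.0587). After GC correction miR-99b had a log2 fold change of 0.34 (adjusted p = 0.279). miR-10b, the most abundant at 19326 CPM in HQ, had a log2 fold change of 0.55 (adjusted p = 0.0591). Several of these sequences differ by a single base (miR-10a-5p and miR-10b, miR-99a-5p and miR-100), so reads may have been shared.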

A recent study demonstrated that miR-125a can be transcribed by all follicular components and play a role in intercellular communication within the follicle [59]. In mice, miR-125a and miR-125b were highly expressed in GV compared to MII oocytes, and it was also found that they play an important role in regulating maternal genes and zygotic genome activation [60].

To investigate the effect of s-EVs on porcine oocyte maturation and embryonic development, we performed a functional experiment by coincubating COCs with s-EVs of the HQ or LQ groups. However, we didn’t observe any significant differences in maturation or embryonic developmental rates after coincubation compared to the control groups. In different mammalian species, several studies have demonstrated that, during in vitro culture, EVs could be uptaken by granulosa or cumulus cells and could be found within the zona pellucida and transzonal projections of cumulus cells [37–39]. Moreover, the uptake of EVs by follicular cells was associated with an increase in endogenous miRNA levels and altered gene expression in in vitro cultured follicular cells [12]. However, the results of studies on the effect of EVs on developmental rates contradict each other. For instance, de Ávila et al. reported that the supplementation of bovine oocytes with FF-isolated EVs does not affect the maturation rate [37]. Moreover, in pigs, it has been suggested that exosomes from FFs are not effective in inducing cumulus cell expansion [61]. In contrast, bovine follicular EVs induced mouse and bovine cumulus cell expansion [38] and improve oocyte competence and survival of heat stress [62]. Several factors including the source of EVs, isolation method, concentration, and incubation time could influence the extent of the EV impact on oocyte or embryonic developmental competence, which could explain these contrary results. For instance, the supplementation of EVs from early antral follicles increased bovine blastocyst rates compared to the control, however, EVs derived from pre-ovulatory follicles exhibited no significant difference [63]. In another study, the supplementation of maturation media with follicular EVs derived by density gradient ultracentrifugation improved the blastocyst rate compared to EVs derived by size-exclusion chromatography [64]. In the same study, EVs derived by both isolation methods improved embryo quality measured as blastocyst cell number and apoptotic cell ratio. More studies considering these factors are needed to optimize the EV co-culture conditions and to determine the mechanisms that regulate oocyte and embryonic development under in vitro conditions. Our results showed that a higher proportion of MII oocytes that were co-cultured with the LQ s-EVs exhibited a homogeneous mitochondrial distribution pattern, and a lower proportion of them was in the heterogeneous pattern compared to the other groups. It is well known that homogeneous and heterogeneous distribution patterns of mitochondria are more commonly observed in GV and MII oocytes, respectively [28]. As oocyte maturation progresses, the mitochondrial distribution changes from homogeneous to a heterogeneous pattern as a sign of cytoplasmic maturation [28, 65]. Several studies reported that released EVs could regulate the function and composition of mitochondria in receptor cells via their metabolite, miRNA, and protein cargos (reviewed in [66]). Not only that, but whole mitochondria or their component parts could be transferred between cells via EVs [67]. This could explain the negative effect of LQ-EVs on the cytoplasmic maturation of MII oocytes by affecting the mitochondrial distribution pattern. However, the precise mechanism by which the EVs could regulate oocyte mitochondrial distribution is still unclear.

## Conclusion

Our results indicated that s-EVs purified from porcine ovarian FFs contain different miRNA cargos that are associated with the quality of the corresponding oocytes. These miRNAs could be used as non-invasive biomarkers for oocyte selection. Moreover, the supplementation of maturation media with s-EVs of the LQ FF group modulates the cytoplasmic maturation of the matured oocytes by affecting the mitochondrial distribution patterns. Further functional studies on the mechanisms by which FF-EVs and their molecular cargos could regulate and maintain oocyte developmental competence will enhance ART outcomes.

## Supplementary Information

**Additional file 1: Table S1.** Summary of sequence reads mapped to the porcine reference genome and annotated against porcine miRNAs listed in the mirBase database. **Table S2.** A complete list of all expressed miRNAs in the high (HQ) and low (LQ) quality s-EVs groups indicated as TMM-adjusted Counts Per Million (CPM). **Table S3.** KEGG pathway analysis for genes targeted by the differentially expressed miRNAs in HQ vs. LQ group and top 5 miRNAs in both groups.

**Additional file 2: Fig. S1.** Mapped reads proportions of small non-coding RNA types in high- (HQ) and low-quality (LQ) s-EVs.

**Additional file 3: Fig. S2.** Interaction networking of genes involved in PI3K-Akt (A) and MAPK signaling (B) pathways and targeted by elevated miRNAs in high- (HQ) and low-quality (LQ) s-EVs groups and by top five most abundant miRNAs in both groups.

## Data Availability

The datasets supporting the conclusions of this article are included within the article and as additional files. The raw FASTQ files and processed CSV files have been deposited in the NCBI’s Gene Expression Omnibus (GEO) with an accession number GSE181182. All relevant data regarding s-EV isolation and characterization were submitted to the EV-TRACK knowledgebase with an EV-TRACK ID EV210251.

## Abbreviations

ARTs: Assisted reproductive technologies
BCB: Brilliant cresyl blue
C: Control group
COCs: Cumulus-oocyte complexes
CPM: Counts per million
ddPCR: Droplet digital PCR
DE: Differentially expressed
EVs: Extracellular vesicles
FC: Fold change
FFs: Follicular fluids
GEO: Gene expression omnibus
HQ: High quality
LB: Lissamine green B stain
LQ: Low quality
MII: Metaphase II
miRNA: MicroRNA
NC: Negative control group (PBS-supplemented group)
NGS: Next generation sequencing
NTA: Nanoparticle tracking analysis
PCA: Principle component analysis
PCOS: Polycystic ovary syndrome
PZM 3: Porcine zygote medium 3
PXM-HEPES: HEPES buffered porcine X medium
SDS: Sodium dodecyl sulphate
sRNAseq: Small RNAseq
s-EV: Small-EV
sncRNA: Small non-coding RNA
TBS: Tris buffered saline
TEM: Transmission electron microscopy
TMM: Trimmed mean of M-values normalization

How the deposited data were processed for this re-analysis (not part of the article)

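Small-RNA sequencing data were available for s-EVs from 3 HQ and 3 LQ pools of porcine follicular fluid. According to the paper, the authors trimmed the reads, mapped them to Sscrofa11.1 and annotated them against miRBase in CLC Genomics Workbench, then normalized them by TMM. The submitters' processing notes name bcl2fastq, Bowtie2 2.2.2 and DESeq2. Which of these made the deposited values is not settled by the sources used here. The deposited values are a signal per miRNA and library, TMM-adjusted CPM, for 453 miRNAs. Their sums differ between libraries, as values divided by an adjusted library size do. Each value was a whole multiple of 1 step per library (largest deviation 6.66e-05), which gave 898530 to 3159116 implied reads per library. Tests made for read counts were planned and not run, because the number of low values was too small for the steps to be accepted as recovered reads. Whether reads were collapsed by unique molecular identifiers is not given in the sources used here. With a step taken as 1 read, precision near 1 CPM is that of 1 to 3 reads.

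Samples were grouped by the oocyte quality in the labels, as in the paper. Each miRNA with a mean above 1 CPM in either group (309) was tested with limma 3.58.1 in R 4.3.3, on log2(CPM + 0.5) with an intensity trend in the variance prior, two-sided, with Benjamini-Hochberg adjustment. A call needed a fold of at least 2, an adjusted p under 0.05 and a mean above 5 CPM in the enriched group. The 20 lists of miRNAs (muscle, neural, erythrocyte, leukocyte, endothelial, liver and gut, epithelial, gonad and granulosa, and 12 families or clusters) were compared with the other miRNAs by camera, with a preset correlation of 0.01 and again with an estimated one. Lists, tests, alternatives and the rule for the miRNAs to name were fixed before the data were examined, after the values in the paper's tables had been seen. The rule took every miRNA the paper's text names, the 10 largest changes per direction without overlap between the groups, the 5 most abundant miRNAs of each group, the 4 most abundant tested members of each list past the test, and the miRNAs expressed in one group only. The 11 ddPCR miRNAs are named as well. The 3 called miRNAs outside Table 2, the arm pairs and the further list members, 17 miRNAs in all, were named after their values were seen.

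Mature sequences, positions and GC content came from the Sscrofa11.1 RefSeq annotation, by name for 347 miRNAs and by name without the arm for 20, while 86 were not matched. Of the tested miRNAs, 256 (82.8%) had a GC content. The test was tried on simulated data with the real means and library steps, a dispersion of 0.03 for every miRNA, and independent draws. Differences that miRNAs of a library share, such as its GC slope, were not simulated, so these rates may not hold for the real data. Of 20 miRNAs changed by a fold of 2, 15 had an adjusted p under 0.05 and 10 were called. Of 20 changed by 4 these numbers were 18 and 18, and of 20 changed by 8 they were 20 and 19. Of 245 unchanged miRNAs, 3 had an adjusted p under 0.05 and 0 were called. Alternatives covered the pseudocount, the filter, the variance prior, array weights, the definition of the fold, 3 scalings, the replicate number as a block, a GC correction and leaving out each library. For the GC correction, the deviations of each library from the mean over all libraries were fitted by a line on GC content. The fitted line was subtracted. A group difference that follows GC content is removed with it, whatever its source, so a lost call is not evidence of a technical bias. Alternatives added after seeing the data were thinning to the reads of the shallowest library, restriction to miRNAs of known GC content, and the sum of miR-9 and miR-9-1. Target genes, pathways, ddPCR and oocyte experiments were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.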

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

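The tests of GC slopes, GC-corrected calls, miR-9 sums and tissue markers were chosen after the results were seen, while those by thinning and by other splits were written before their results were seen. Thinning itself was added after the data had been seen. The criterion for brain tissue was also revised more than once after its values were seen. By its earlier forms the values argued against brain tissue, and only the last form left it open.

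Outside Table 2 of the paper, 3 miRNAs passed the same thresholds here, all higher in LQ. miR-210, a miRNA induced by low oxygen, had a log2 fold change of -1.01 (adjusted p = 0.00365 from limma), at 1368 CPM in HQ and 2763 CPM in LQ. Under the alternatives set beforehand its adjusted p was 0.0474 or less and its log2 fold change -1.57 to -0.81, so the call was lost by the fold with equal sums (-0.81) and without HQ replicate 1 (-0.92), HQ replicate 2 (-0.98) or LQ replicate 3 (-0.86). miR-340 had -1.04 (adjusted p = 0.0152, range 0.00114 to 0.105 over the alternatives), lost without HQ replicate 1 (0.105), HQ replicate 2 (0.0885) or LQ replicate 2 (0.0587), and by the fold with equal sums (-0.85) or the ratio of group means (-0.95). miR-17-3p had -1.41 (adjusted p = 0.0485, range 0.00845 to 0.207), with overlapping groups, lost without HQ replicate 1 (0.152), HQ replicate 2 (0.207), LQ replicate 1 (0.123) or LQ replicate 2 (0.128). Among miRNAs of known GC content its adjusted p was 0.0526 before GC correction and 0.0533 after it, and its log2 fold change did not shrink (-1.41, standard error 0.520, and -1.47, standard error 0.525). With 10 splits of the libraries into 3 and 3 no share under 0.05 can be reached. The real split gave 16 miRNAs higher in HQ, 23 higher in LQ and 82 with an adjusted p under 0.05, the highest of the other 9 splits gave 0 for each, and 1 split, the real one, gave a count as large.

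Fold changes rose with the GC content of the mature miRNA (Spearman rho 0.477 across 256 miRNAs, which are not independent replicates). Depth is argued against as its source: with all libraries thinned to 898530 reads, rho averaged 0.460 over 10 draws. The trend is argued against as the whole cause of the calls, since 16 of 32 calls made without a GC correction also stood with it. GC-dependent recovery cannot be told apart from the groups. HQ replicate 3 differed in slope from HQ replicate 1 by 4.84 standard errors, which treat miRNAs as independent. Yet all HQ slopes (0.06 to 0.25 log2 units per 10% GC) lay above all LQ slopes (-0.20 to -0.17). The slopes are relative to the mean over all libraries, so their opposite signs restate the trend. Recovery of this kind and loading of miRNAs into vesicles by sequence, which may differ with oocyte quality and was not tested, both stay open. The paper's ddPCR used TaqMan assays in place of sequencing. It kept the pattern for miR-423-5p (56.5% GC), higher in HQ, and for miR-101 (33.3%) and miR-126-5p (38.1%), higher in LQ. For miR-1306-5p (63.6%) and miR-125b (50.0%) it found no significant difference. These few miRNAs, chosen on these libraries, cannot decide the question.

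miR-9-1 and miR-9 were far higher in LQ, with other neural and muscle miRNAs. Reads moved between the near-identical pair do not account for it, since the sum fell by 4.43 on the log2 scale in HQ, nor does the GC trend, since miR-9-1 kept an adjusted p of 2.04e-06 after GC correction (log2 fold change -5.11), within 1.30e-29 to 0.00413 over the alternatives. Brain tissue in the LQ fluid cannot be told apart, since the values go both ways. miR-124a, abundant in brain, was at 0 CPM in HQ and 0.341 CPM in LQ, a rise of 0.224% of that of the pair. It lay near the floor, below the 1 CPM needed to be tested. Of 9 other neural miRNAs tested, miR-338 and miR-219b-3p were higher in LQ. miR-137 and miR-153 had log2 fold changes of -2.01 each (adjusted p of 0.0509, range 0.00679 to 0.249 over the alternatives for miR-137, and 0.132, range 0.0585 to 0.326 for miR-153). The others, miR-128, miR-138, miR-219a, miR-129a-5p and miR-7-5p, had log2 fold changes of -0.11 to 0.63 and did not pass the test. Muscle tissue stays open too. The log2 fold change of miR-1 lay 0.76 (standard error 0.483) above that of miR-133a-3p. That standard error treats both miRNAs as independent, though they were measured in the same libraries, so this comparison cannot decide. The paper removed cells and debris by centrifugation and filtration, detected CytC and ATP5A in cell lysates and not in s-EVs, and saw no ribosomal RNA peaks, which bears on cells and not on vesicles released by such tissue, and a difference that goes with oocyte quality stays open as a hypothesis. The paper cites higher miR-9 in follicular fluid and granulosa cells of women with polycystic ovary syndrome. It also cites its authors' earlier finding of more miR-9-1 in low-competence porcine oocytes.

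LQ replicate 1 stood apart from LQ replicates 2 and 3, by 0.0163 in correlation. Its lower depth does not account for all of this, since after thinning the gap averaged 0.0116 (0.00919 to 0.0159 over 10 draws), smaller than before but not closed. Its GC slope does not account for it, as it differed from that of LQ replicate 2 by 0.201 standard errors. What else sets it apart was not found, and no biological explanation was tested.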

How the results depend on the processing

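The counts of miRNAs higher in HQ (16) and in LQ (23) stayed within 1.5 times under most alternatives. Without a trend in the variance prior they were 10 and 14, and 29 miRNAs had an adjusted p under 0.05 in place of 82. With array weights 35 were higher in LQ. Rescaling to an equal sum gave 31 and 12, a share of calls higher in HQ of 72.1% against 41.0%, and moved the median log2 fold change from 0.08 to 0.25. The TMM-adjusted values summed to 915120 to 948868 CPM in HQ libraries and 1033599 to 1103611 CPM in LQ libraries. Equal sums replace the TMM scaling and so raise HQ values against LQ values. Scaling to miR-26b-5p left 47 with an adjusted p under 0.05. GC correction gave 11 higher in LQ (18 in the same 256 miRNAs uncorrected), and the replicate block with GC correction 15. The cause of the other shifts was not tested. Leaving out 1 library gave 7 to 23 higher in HQ, 15 to 33 higher in LQ and 29 to 109 with an adjusted p under 0.05. Without HQ replicate 2 gave the lowest of each.

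Of 5 lists past the test, 0 passed with camera's correlation estimated. Of the other alternatives set beforehand, the mir-10 and muscle lists passed under all, while the neural list did not under 7, miR-15/16 under 3 and miR-148 under 1. Of those added later, the neural list did not pass with known GC content only (0.0508) or after thinning (0.0627). Members past the test numbered 1 of 7 in mir-10 without the trend and 2 scaled to miR-26b-5p, 1 in miR-15/16 without the trend and 2 with equal sums or scaled to miR-26b-5p, and 5 in muscle with array weights. The let-7 family passed after GC correction (adjusted p = 0.0420, up in HQ, range 0.0117 to 0.772), the miR-17-92 clusters under 6 alternatives set beforehand (0.0273 to 0.0438) and the miR-29 family without HQ replicate 3 (0.0180). All 11 ddPCR miRNAs kept direction and an adjusted p under 0.05, except that 9 did without the trend and 10 without HQ replicate 2. The miRNAs set for naming, not all of which appear in the text, held 49 past the threshold. Of these, 20 stayed past it under every alternative set beforehand that tested them. The other 29 did not under at least 1, most often without HQ replicate 2 (26) and without the trend (23). miR-202-5p, not past the test, turned to 0.66 (adjusted p = 0.00565) under the replicate block with GC correction, with adjusted p of 0.0587 to 0.978 under other alternatives. Expressed counts moved by less than 1.5 times. The top 5 share in LQ was 52.4% with the nominal CPM total as the denominator. Variance on PC1 and PC2 was 71.9% unscaled, 70.9% above 5 CPM, 65.2% unfiltered and 70.2% to 75.7% with 1 library left out.

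Same-numbered replicates showed no shared deviation across miRNAs (r of -0.005, -0.013 and -0.036). This cannot tell whether HQ and LQ pools of the same number were made together, which the paper does not state. The replicate block gave 18 higher in HQ, 26 in LQ and 97 with an adjusted p under 0.05. The planned edgeR and DESeq2 alternatives were not run. Depth limits miRNAs near 1 CPM, above all in LQ replicate 1. Thinning to its reads, chosen after seeing the data, gave 15 and 18.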

Differences from the paper's values

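For miR-551a the fold change here was 3.26, while the paper's reported value is 2.09. LQ replicate 1 held 1.23 CPM of it and the other LQ libraries about 16.3 CPM. Of the alternatives set before the data were examined, the value was within its error of the paper's with a pseudocount of 1, without a filter, with a filter at 5 CPM, without the trend, with array weights, with the ratio of group means (2.27), scaled to miR-26b-5p, with median-of-ratios scaling, with GC correction with and without the replicate block, and without HQ replicate 1, 2 or 3. It was not with a pseudocount of 0.1, with libraries rescaled to an equal sum, with the replicate block alone, or without LQ replicate 1 (1.53), 2 or 3.

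At the paper's stated thresholds, 36 of the 42 miRNAs in Table 2 were also called here, and all 42 had the same direction. The other 6 fell short of the fold or of the adjusted p. miR-149 (log2 fold change 1.00, unrounded below the threshold) was called with a pseudocount of 0.1, array weights, the ratio of group means, rescaling to an equal sum, and without HQ replicate 3 or LQ replicate 1 or 2. miR-425-5p (0.97) was called with array weights, rescaling, and without HQ replicate 1 or 3 or LQ replicate 1. miR-545-5p (-0.99) was called with a pseudocount of 0.1, array weights, the ratio of group means, median-of-ratios scaling, and without HQ replicate 3 or LQ replicate 1. miR-7144-5p (adjusted p = 0.0509) was called with a pseudocount of 1, array weights, rescaling, the replicate block, and without LQ replicate 1 or 2. miR-10388 (adjusted p = 0.0562) was called with array weights, the replicate block and without LQ replicate 1, and miR-95 (adjusted p = 0.0919) with array weights and without LQ replicate 1. The numbers of expressed miRNAs, and the group means of Tables 1 and S2, equalled those computed from the table.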

Other observations

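In some hairpins 1 arm passed the test and the other did not. miR-126-5p was higher in LQ (log2 fold change -1.13, adjusted p = 0.00222 from limma) and miR-126-3p was at -0.18 (adjusted p = 0.640). let-7d-3p was higher in HQ (1.08, adjusted p = 0.00325) and let-7d-5p was at 0.28 (adjusted p = 0.391). The difference between arms was not tested pair by pair. Across 48 hairpins, whose arms share a transcript, the difference in log2 fold change followed the difference in GC content (Spearman rho 0.351, Pearson r 0.261, two-sided permutation test of rho, p = 0.0146), in a test chosen after the GC trend was seen. Some mature sequences, such as miR-30c-5p, occur at 2 loci, so part of their reads may come from another transcript than that of the paired arm. The arms of different hairpins are not independent replicates. This argues against transcription of the miRNA genes as the whole source of the GC trend.

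Among families the paper does not discuss, the miR-29 family had 2 of 3 members higher in LQ (miR-29b and miR-29c, at -0.86 and -0.90) and the miR-17-92 clusters 4 of 11, with a list adjusted p of 0.0547 for each. The miR-17-92 list passed with a filter at 5 CPM (0.0438), array weights (0.0273), equal sums (0.0420), the replicate block (0.0416), and without HQ replicate 3 (0.0387) or LQ replicate 1 (0.0320), and the miR-29 list without HQ replicate 3 (0.0180). Without HQ replicate 2 the adjusted p of miR-29b was 0.0634 and that of miR-29c 0.0612, and miR-29b also did not pass without LQ replicate 2 (0.0587) or LQ replicate 3 (0.0523). After GC correction they were 0.220 and 0.0952, with log2 fold changes of -0.36 and -0.46. Markers of blood moved both ways. Of 6 erythrocyte miRNAs, miR-451 (-1.18, adjusted p = 0.0403, 0.0596 to 0.214 without any 1 library except LQ replicate 1, and 0.205 after GC correction, with a log2 fold change of -0.74) and miR-16 were higher in LQ. miR-486 was higher in HQ (0.91, adjusted p = 0.0158), but did not pass without HQ replicate 1 (0.0719), HQ replicate 2 (0.0885) or LQ replicate 2 (0.0614) or after GC correction (0.320, with a log2 fold change of 0.35), and the list had an adjusted p of 0.669. Of 7 leukocyte miRNAs 1 was higher in LQ, miR-142-5p (-1.36, adjusted p = 0.00365), which did not pass after GC correction (0.0592, with a log2 fold change of -0.81), and the list had an adjusted p of 0.713. The let-7 family had 1 member higher in HQ, let-7a, and 1 higher in LQ, let-7i-5p (list adjusted p = 0.441), and neither passed without HQ replicate 1, HQ replicate 2 or LQ replicate 3, nor let-7i-5p after GC correction (0.117, with a log2 fold change of -0.40). The other lists gave adjusted p of 0.218 for epithelial and for miR-424/450, 0.227 for endothelial and for miR-130/301, 0.251 for gonad and granulosa, 0.826 for DLK1-DIO3, 0.904 for miR-30 and for the cluster of miR-532-5p, 0.954 for liver and gut, and 0.975 for miR-183.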
